# Single-cell time series analysis reveals the dynamics of HSPC response to inflammation

**DOI:** 10.26508/lsa.202302309

**Published:** 2023-12-18

**Authors:** Brigitte J Bouman, Yasmin Demerdash, Shubhankar Sood, Florian Grünschläger, Franziska Pilz, Abdul R Itani, Andrea Kuck, Valérie Marot-Lassauzaie, Simon Haas, Laleh Haghverdi, Marieke AG Essers

## Abstract

Hematopoietic stem and progenitor cells (HSPCs) are known to respond to acute inflammation; however, little is understood about the dynamics and heterogeneity of these stress responses in HSPCs. Here, we performed single-cell sequencing during the sensing, response, and recovery phases of the inflammatory response of HSPCs to treatment (a total of 10,046 cells from four time points spanning the first 72 h of response) with the pro-inflammatory cytokine IFNα to investigate the HSPCs’ dynamic changes during acute inflammation. We developed the essential novel computational approaches to process and analyze the resulting single-cell time series dataset. This includes an unbiased cell type annotation and abundance analysis post inflammation, tools for identification of global and cell type-specific responding genes, and a semi-supervised linear regression approach for response pseudotime reconstruction. We discovered a variety of different gene responses of the HSPCs to the treatment. Interestingly, we were able to associate a global reduced myeloid differentiation program and a locally enhanced pyroptosis activity with reduced myeloid progenitor and differentiated cells after IFNα treatment. Altogether, the single-cell time series analyses have allowed us to unbiasedly study the heterogeneous and dynamic impact of IFNα on the HSPCs.

## Abstract (precis)

Unbiased single-cell time series analysis of gene expression response to inflammation, using novel computational approaches, links myeloid depletion to alterations in differentiation bias and pyroptosis activity.

## Introduction

Inflammation is the body’s evolutionarily selected immune response to infection or tissue damage. It not only results in the activation and consumption of immune cells but is also accompanied by significant alterations in the function and output of hematopoietic stem and progenitor cells (HSPCs). Identifying how inflammatory stress regulates the fate of HSPCs and affects their function has become the subject of thorough scientific investigation in recent years (Caiado et al, 2021). This started with our work and the work of others showing that pro-inflammatory cytokines such as IFNs (Essers et al, 2009; Baldridge et al, 2010), TNFα (Pronk et al, 2011) or IL-1 (Pietras et al, 2016) are able to induce proliferation of normally quiescent hematopoietic stem cells (HSCs). Further investigations on, for example, the mechanisms involved in stress-induced HSC activation or the response of progenitors have faced a significant challenge. Inflammation does not only impact the proliferation of hematopoietic cells, but it also induces extensive alterations in the expression of cell–surface proteins that are used as markers to distinguish different HSPC populations, with a strong increase in Sca-1 (Kanayama et al, 2020). This thus questions the reliability of using these surface markers in flow cytometry to identify and distinguish the different HSPC populations under inflammatory conditions. The recent development in single-cell expression profiling has advanced our understanding of HSPC heterogeneity (Watcham et al, 2019). Single-cell transcriptional profiles of HSPCs from these studies can now be used as reference datasets to identify individual HSPCs upon inflammation based on their transcriptional profiles, thus independent of cell–surface marker expression.

Whereas previous single-cell studies have examined the response of HSPCs to inflammation, these have been limited to single time points, providing only a snapshot of the response (Giladi et al, 2018). In contrast, we aimed to investigate the temporal dynamics of the HSPC compartment in response to inflammation, using a single-cell time series that spans the first 72 h of the acute inflammatory response in vivo. Analyzing such time series data is challenging because of the added temporal dimension and the recovering nature of the studied process. In addition, there are currently limited computational tools or pipelines available for processing, analyzing, and visualizing single-cell response time series data. To address this, we developed several novel computational approaches including unbiased cell type annotation for poststimulation time points, characterization of the change in gene expression in each cluster across time points, and a semi-supervised (i.e., using the cells’ actual time labels as input) solution to recover the gene expression dynamics over response pseudotime. The set of methods we used in these analyses is bundled in a computational pipeline that helped us identify global and cluster-specific gene expression dynamics associated with different biological responses in HSPCs after IFNα treatment, with HSCs being the main and strongest responders to IFNα. Importantly, we also uncovered a reduction of myeloid progenitor cells associated with changes in transcriptional programs in multiple clusters. Thus, our single-cell time series analyses have helped us better understand how different cell types, genes, and processes change, whereas the HSPC compartment progresses through the inflammatory response. In addition, our novel pipeline designed for posttreatment single-cell time series data will be a useful tool for future analysis of response time series datasets.

## Results

### A single-cell time series dataset capturing the dynamic inflammatory response of HPSCs

Biological responses such as acute inflammation are dynamic processes in which cells, tissues, and organisms undergo different phases of sensing differences, responding to these changes, and recovering upon successful response. Yet, often only single time points of these responses are investigated. Quiescent HSCs respond to inflammation by increased proliferation, which can be mimicked by treating mice with single pro-inflammatory cytokines, such as IFNα. To gain a better understanding of the dynamics of the HSCs response to acute inflammation, we performed a time series experiment to cover the sensing, response, and recovery phases of the inflammatory response of HSCs to treatment with IFNα. Whereas at 3 h post-treatment, HSCs showed the first signs of sensing IFNα by increasing expression of interferon-stimulated genes (ISGs) (Fig 1A), only at 24 h posttreatment, HSCs reached a peak in increased proliferation (Fig 1B) (Essers et al, 2009; Pietras et al, 2014). 72 h posttreatment, ISG expression was back to baseline (Fig 1A) and most of the HSCs returned to quiescence (Fig 1B). Unfortunately, inflammation does not only lead to increased proliferation of HSCs but is also accompanied by increased expression of several cell surface protein markers used to identify different cell types within the HSPC compartment. The most well-known example is the increase in the stem cell marker Sca-1 (Essers et al, 2009; Pietras et al, 2014; Kanayama et al, 2020). Using conventional marker-based flow cytometry including Sca-1, an increase in the more stem-like LSK (Lin^−^ Sca-1^+^ cKit^+^) cells and a decrease in the more committed LS^−^K (Lin^−^ Sca-1^−^ cKit^+^) progenitors is observed in response to inflammation (Fig 1C–E). However, because of the increase in protein expression of Sca-1 (Fig 1F and G) it is hard to predict whether these changes in frequency reflect an actual increase/decrease in cell frequency or are the result of contamination because of changes in protein expression of the cell markers in a given population or even both.

**Figure 1.**
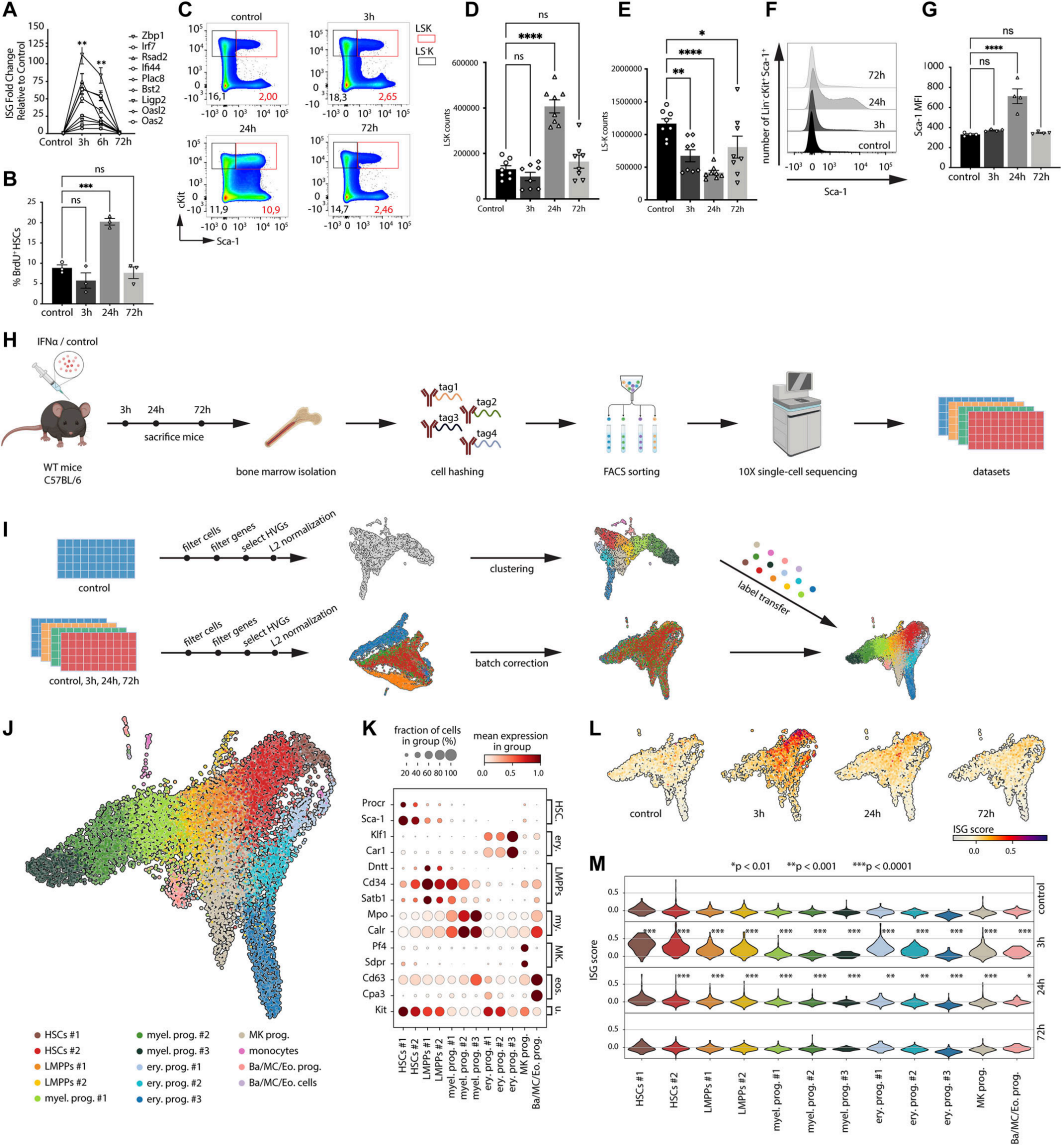
A single-cell time series RNA-seq dataset to characterize the response of HSPCs to IFNα treatment. **(A)** Gene expression levels of interferon-response genes in HSCs (Lin^−^ Sca-1^+^ cKit^+^ CD150^+^ CD48^−^ CD34^−^) from control (PBS) or IFNα-treated WT mice (50,000 IU/20*g* mouse; 3, 6, and 72 h) were quantified using qPCR. Three biological replicates were used in the analysis. **(B)** Cell proliferation measured by 14 h BrdU (18 mg/kg) uptake of HSCs (Lin^−^ Sca-1^+^ cKit^+^ CD150^+^ CD48^−^ CD34^−^) from control (PBS) or IFNα-treated WT mice (50,000 IU/20*g* mouse; 3, 24, and 72 h). n = 3 biological replicates. **(C)** Representative FACS plots of Sca-1 and cKit expression on Lin^−^ BM cells after control or 3, 24, and 72 h time course IFN⍺ treatment. **(D, E)** Cell counts of Lin^−^ Sca-1^+^ cKit^+^ (LSK) (D) and Lin^−^ Sca-1^−^ cKit^+^(LS^−^K) (E) cells in BM after control or 3, 24, and 72 h time course IFN-α treatment. n = 8 biological replicates. **(F, G)** quantification (F) and statistical analysis (G) of Sca-1 median fluorescence intensity on Lin^−^ cKit^+^ cells. **(H)** Scheme illustrating the experimental steps to acquire the single-cell time series RNA-sequencing dataset. **(I)** Scheme of the computational pipeline used to process the time series dataset. **(J)** Two-dimensional UMAP embedding of cells from all time points, colored for the different identified clusters as indicated in the legend. **(K)** Expression of marker genes in the different clusters in the control dataset. Erythroid (Ery.); myeloid (My.); basophils, mast cells and eosinophils, (Ba/MC/Eo.); universal (U.). **(L, M)** UMAP embeddings (L) and violin plot (M) of the interferon response gene score (see the Materials and Methods section) in the different clusters in the four different time points. Statistical significance in (A, B, D, E, G) was determined by an ordinary one-way ANOVA using Holm-Šídák’s multiple comparisons test. **(A, D, E, G)** At least three independent experiments were performed (data in (A) shows a representative experiment, data in (D, E) are representative of two independent experiments, and data in (G) shows a representative experiment); *P ≤ 0.05, ***P ≤ 0.001, ****P < 0.0001. Statistical significance in (L) was determined by a one-sided Wilcoxon rank-sum test between control and each treatment time point for each cluster.

To overcome these limitations, we adopted a single-cell RNA sequencing (RNA-seq) approach to investigate the dynamics and heterogeneity of the stress response of stem and progenitor cells to IFNα treatment. Bone marrow cells were collected from IFNα-treated mice 3, 24, and 72 h after treatment. Cells from PBS-treated mice were included as a control. LK (Lin^−^ and cKit^+^) cells were sorted to capture a wide spectrum of the HSPC transcriptional landscape. Because HSCs are much less frequent than the other populations in the LK gate, we enriched the sorted LK samples with LK CD150^+^ CD48^−^ CD34^−^ cells at a fixed ratio to the number of LK cells to guarantee sufficient numbers of stem cells for analysis (Fig S1A). Inter-animal heterogeneity of the inflammatory stress response was addressed by performing cell hashing, for which cells from each biological replicate and time point were labeled with a unique hashtag antibody (Fig 1H and the Materials and Methods section). The cells from all four experimental time points (control, 3, 24, and 72 h) were sequenced simultaneously. The resulting dataset was processed using a computational pipeline that we designed specifically for poststimulation single-cell time series (Fig 1I). 

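The deposited libraries hold LK cells enriched with HSCs from 16 mice, 4 per time point. Treated mice had received 50000 IU of IFNα per 20 g of body weight 3, 24 or 72 h before collection, and control mice had received 100 μl of PBS. The paper's methods give a sort of 10000 LK cells and 3000 to 4000 additional LK CD150+ CD48− CD34− cells. Cells of the 4 mice of a time point carried 4 hashtag antibodies and were loaded into the same droplet library of the 10x Genomics platform. Each time point is therefore a single library, so that time point and library are the same grouping. The authors aligned the reads to mm10 with Cell Ranger 3.1.0, counted unique molecular identifiers (UMIs) per gene and cell barcode, and deposited these counts without normalization. They also deposited the hashtag call of every cell barcode. The paper's text does not name the gene annotation behind the counts. Gene positions given beside the results come from GENCODE vM21 on GRCm38, the assembly also named mm10. In the cells kept after filtering, the UMIs per mouse ranged from 1102706 to 26446327, with a median over the 16 mice of 12087017. The median UMIs per cell were 18964 in control, 12017 at 3 h, 18953 at 24 h and 14763 at 72 h.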

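The mouse was taken as the replicate. UMI counts were summed per mouse over all kept cells (the whole compartment), over the cells of a cluster, or over the cells of all clusters of a cell type (a class), and were given as CPM (counts scaled to a common library total) after scaling with edgeR's TMM factors. DEGs were called from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted over all 16 mice, with an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists were scored per mouse and class as the mean log2 CPM over the listed genes. Scores and shares of cells were compared with two-sided exact permutation tests, where 4 mice against 4 allow no p below 0.0286. A class sums the cells of its clusters, so a change in their shares moves its values even without a change within a cluster. Clusters were rebuilt from the counts, so their numbers are not the numbers in the paper's cluster names, and a name ending in -like was given from marker genes. Shares of cells describe the sorted mixture, in which HSCs had been enriched. The choices that could change the numbers were the test, the normalization, the filter on genes with low counts and the transfer of labels between libraries, and each had at least 1 alternative.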

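The libraries held 3190 cell barcodes in control, 2454 at 3 h, 4346 at 24 h and 3320 at 72 h. In this order, the authors' hashtag calls marked 103, 67, 169 and 113 barcodes as multiplets. They marked 166, 422, 190 and 181 as negative, which was 17.2% of the barcodes at 3 h and between 4.37% and 5.45% in the other libraries. Among the 2921, 1965, 3987 and 3026 barcodes with a single hashtag, 439, 293, 516 and 565 had more than 5% mitochondrial counts, and 180, 159, 163 and 244 had fewer than 700 detected genes. Both filters together left 2474, 1661, 3462 and 2449 cells, the numbers in the paper's methods. Control mouse 4 contributed 58 of these cells, and every other mouse between 330 and 1240. Hashtag multiplets were the only doublets removed. Scrublet's own threshold marked 3, 0, 0 and 2 of the remaining cells, and its score ranked the hashtag multiplets above them with an area under the curve of 0.748 to 0.809. Removing the 44, 21, 59 and 34 cells with the highest scores was therefore kept as an alternative.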

First, the cells that did not meet the quality control standards (e.g., doublets, dying cells) were removed, resulting in a total count of 1,600–3,500 cells per time point (see the Materials and Methods section). 

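With the paper's settings, the 500 most variable genes in control by analytic Pearson residuals were L2 normalized and reduced to principal components, and the Leiden algorithm was run at a resolution of 0.8 on a graph of 15 nearest neighbors. The resulting groups of control cells held between 18 and 295 cells. Their median UMIs per cell ranged from 9776 in cluster 6 to 52005 in cluster 12, so that the same number of cells gave a several-fold different number of UMIs.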

Next, clustering of the cells identified 14 different clusters in the control subset (Fig S1B). 

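Clusters 5 (223 control cells) and 11 (131 cells) had Hlf and Ly6a among their leading genes and were named HSC-like, with Cd74 also among those of cluster 11. Clusters 1 (295 cells) and 9 (167 cells) had Dntt and Flt3 among theirs and were named LMPP-like, although cluster 1 was led by Cpa3 and Lmo4 and had 2 markers of another class among its 10 leading genes. The myeloid progenitor-like clusters were cluster 3 (275 cells, led by Ly6c2, Mpo and Elane), cluster 4 (264 cells, led by Ms4a6c, F13a1, Irf8 and Csf1r) and cluster 7 (190 cells, led by S100a8 and S100a9). Clusters 10 (142 cells, with Car1 and Klf1) and 12 (87 cells, with Hba-a1) were erythroid progenitor-like, and cluster 2 (281 cells, with Pf4 and Itga2b) was MK progenitor-like. Clusters 13 (35 cells) and 14 (18 cells) carried monocyte and Ba/MC/Eo progenitor markers and were left out of the tests by cluster and class, while their cells stayed in the sums over the whole compartment, in the total behind the shares of cells and in the neighborhoods. Cluster 6 (197 cells, led by Scin) and cluster 8 (169 cells, led by the cell cycle genes Nusap1 and Mki67) had no marker of their best-scoring type among their 10 leading genes and stayed unnamed. The 12 tested clusters form 5 classes and these 2 unnamed clusters.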

Using known marker genes for HSPC types, a scoring for stemness and a comparison with a previously published dataset (Nestorowa et al, 2016), eight different cell types could be distinguished in the control subset (Figs 1J and K and S1C–E). To compare the identified cell with to their equivalents in the treatment subsets, the cell type labels were transferred from the control subset to the other three treatment time points (Fig 1I and the Materials and Methods section). To do this without the treatment affecting cell type labels, data from all four time points were “batch-corrected.” 

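Labels were transferred over the union of the 2000 most variable genes of each library, 3481 genes, with a mutual nearest neighbor correction in place of Scanorama. It found 11970 neighbor pairs with control at 3 h, 22860 at 24 h and 18091 at 72 h. Each treated cell took the most common label of its 15 nearest control cells. Without any correction, 92.9% of the treated cells received the same cluster and 95.0% the same class. When the transfer left out the listed ISGs and the genes changed in the whole compartment, 3001 genes remained, and 91.2% of the cells received the same cluster and 95.3% the same class.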

In the batch-corrected datasets, cells in posttreatment timepoints were labeled based on their nearest neighbors in the control dataset. In addition, the batch-corrected data were used to produce a UMAP where cells are located based on their cell type identity, rather than their experimental timepoint (see difference between the two bottom UMAPs in Fig 1I). It is important to point out that the batch-corrected data were only used for label transfer and visualization purposes, but for all downstream analyses, the original data were used. Marker gene expression confirmed the cell type labels in the response time points (Fig S1F). Analysis of the hashtags showed that the biological replicates in each time point had comparable abundances of each cell type label (Fig S1G). In addition, expression analysis of the IFN α/β receptor (*Ifnar1* and *Ifnar2*) confirmed that all clusters expressed the IFN α/β receptor and thus were able to directly respond to IFNα (Fig S1H–K). 

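The cells per tested cluster and mouse of a time point were compared with the pooled shares by a chi-square statistic divided by its 33 degrees of freedom, which gives about 1 under counting error alone. It was 0.989 in control (2421 cells), 2.01 at 3 h (1656 cells), 1.73 at 24 h (3451 cells) and 1.57 at 72 h (2443 cells), over 4 mice and 12 clusters each. The control mice thus differed by no more than the sampling noise, of which control mouse 4 had the most with 58 cells, and the treated mice by more. Tests of abundance therefore compared mice and not cells.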

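The receptor genes are Ifnar1 (ENSMUSG00000022967, chromosome 16 from 91485238 to 91507441) and Ifnar2 (ENSMUSG00000022971, chromosome 16 from 91372783 to 91405589). In control, Ifnar1 was at 33.3 ± 7.62 CPM in the HSC-like class, 17.4 ± 5.42 in the LMPP-like class and 18.7 ± 3.33 in the myeloid progenitor-like class (SD, n = 4 mice each). It was at 12.3 ± 2.57 CPM in MK progenitor-like cells and 7.66 ± 0.751 in erythroid progenitor-like cells (SD, n = 3 mice each with at least 10 cells). The lowest cluster mean was 4.77 ± 1.85 CPM in cluster 12 (SD, n = 3). No Ifnar1 UMI was counted in clusters 9 and 11 of control mouse 4, which had only 3 and 4 cells there, too few to expect more than about 1 UMI. Ifnar2 was counted in all clusters, from 36.1 ± 7.58 CPM in cluster 10 (SD, n = 3) to 113 ± 20.3 in cluster 4 (SD, n = 4). Over the whole compartment, Ifnar2 fell from 79.2 ± 4.82 CPM in control to 61.4 ± 4.59 at 72 h (SD, n = 4 each), a log2 fold change of -0.40 (standard error 0.060, adjusted p = 2.6e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4 of 4 mice below every control mouse. From the expression of both genes, the paper concludes that all clusters were able to respond directly to IFNα.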

As a first measure of the inflammatory response, the expression of ISGs was scored (Fig 1L and M). 

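The ISG score was taken over a list of 72 ISGs written without the paper's list, of which 71 were in the files. At 3 h, it rose in each of the 12 tested clusters, by 2.35 on the log2 scale in cluster 7 (3 treated mice with at least 3 cells, n = 4 controls) to 3.40 in cluster 6. The rise was 3.19 in cluster 11 and 2.96 in cluster 5, the HSC-like clusters. In each of the 5 classes, all 4 treated mice lay above every control mouse (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0476 over the 15 class and time point comparisons). With the paper's score, Scanpy's score_genes on scaled L2 normalized values, the HSC-like rise was 1.91 in the units of that score, and its exact permutation p was unchanged.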

At 3 h, all clusters underwent a change in their ISG expression, indicating that the whole HSPC compartment sensed the IFNα treatment (Fig 1L). However, the data also indicate great heterogeneity in the ISG response between and within clusters with HSC clusters showing the biggest change (Fig 1M).

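The ISG score of the HSC-like class rose from 5.25 ± 0.32 in control to 8.35 ± 0.03 at 3 h (mean log2 CPM ± SD, n = 4 mice each), a change of 3.11. The change was 2.94 in the LMPP-like, 2.96 in the myeloid progenitor-like, 3.54 in the erythroid progenitor-like and 2.71 in the MK progenitor-like class. The difference itself was tested within mice, as the HSC-like score minus that of the other class, by a two-sided exact permutation test of 4 treated against 4 control mice. Against LMPP-like cells, it moved from 0.69 ± 0.18 to 0.86 ± 0.06 (exact p = 0.143). Against myeloid progenitor-like cells, it moved by 0.15 (exact p = 0.143). With equal UMIs per class and without control mouse 4, this difference rose from 1.37 ± 0.13 to 1.78 ± 0.13 (SD, n = 3 and 4), by 0.42 (exact p = 0.0286). Against erythroid progenitor-like cells, it fell from 1.64 ± 0.28 to 1.21 ± 0.11, so that the rise was smaller in HSC-like cells by 0.43 (exact p = 0.0286), and the change stayed between -0.53 and -0.31 with each mouse left out. The clusters of a class changed in their shares, with cluster 12 at 38.0% of the erythroid progenitor-like cells in control and 20.7% at 3 h. With the clusters of each class in equal weights, like the equal UMIs an alternative chosen after the values were seen, the difference from erythroid progenitor-like cells moved by -0.05 (n = 3 mice each, exact p = 0.50, where no p below 0.10 is possible) and that from myeloid progenitor-like cells by 0.45 (n = 4 and 3, exact p = 0.0286). Against MK progenitor-like cells, it moved by 0.40 (exact p = 0.571), and by -0.01 without control mouse 4. Without this mouse, the rises were 2.96 in the HSC-like, 2.83 in the LMPP-like, 2.82 in the myeloid, 3.26 in the erythroid and 2.96 in the MK progenitor-like class. With score_genes, all of these differences favored HSC-like cells, by 0.77 for LMPP-like, 1.29 for myeloid, 0.79 for erythroid and 0.77 for MK progenitor-like cells (exact p = 0.0286 each). From its ISG scores, the paper concludes that the response differed between and within clusters, with the biggest change in HSC clusters.

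**Figure D1:**
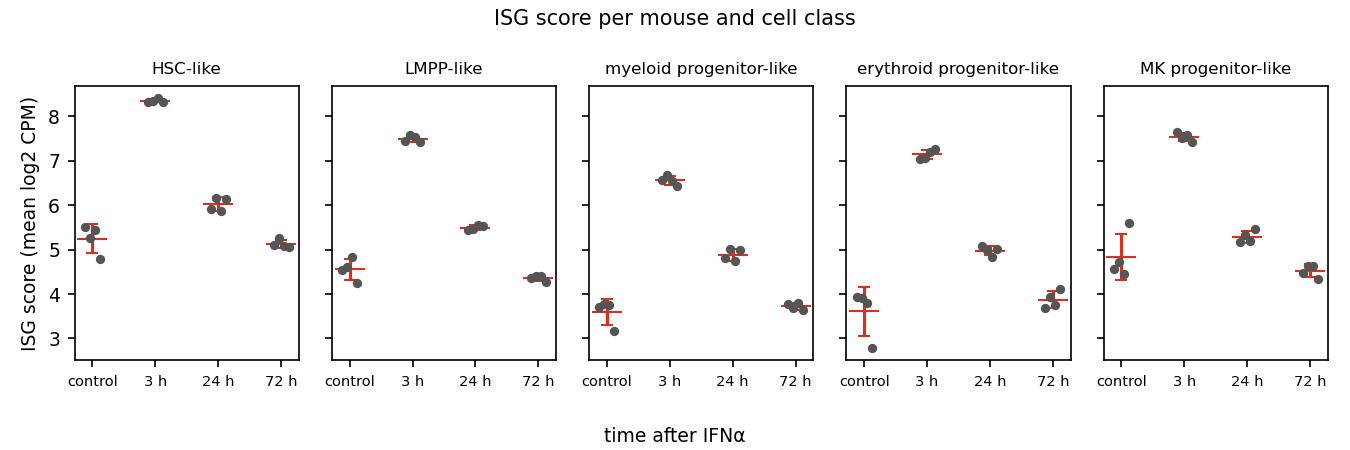
ISG score (mean log2 CPM over 71 listed genes) of each mouse by class and time point, with points for mice and red marks for their mean ± SD (n = 4). At 3 h, all 4 mice of each class lie above every control mouse, and the HSC-like mean is 8.35.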

**Figure S1.**
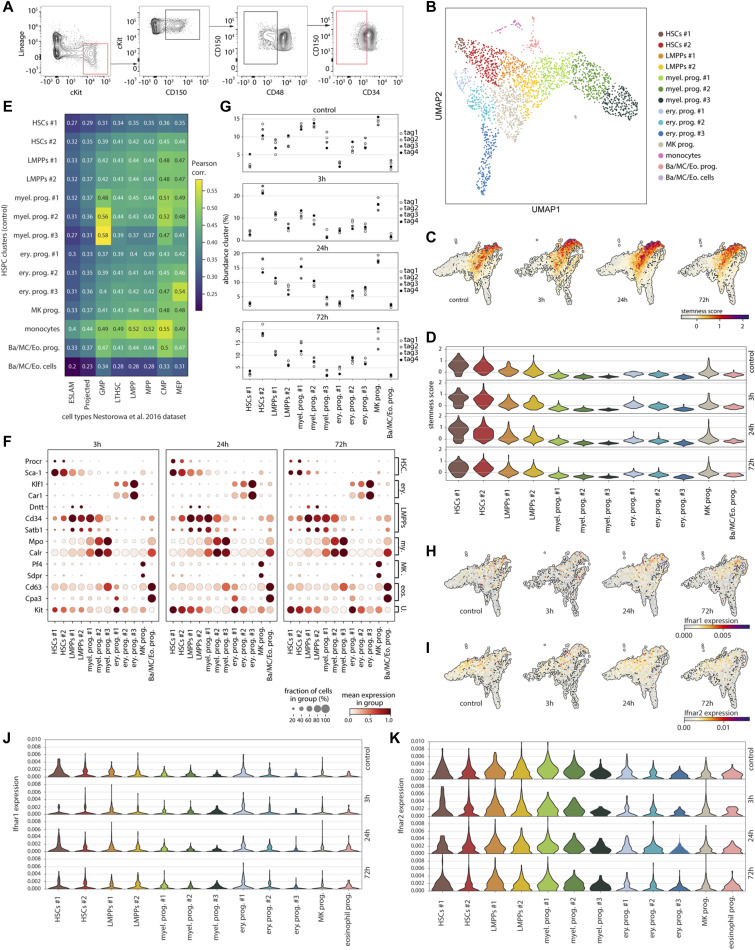
Characterization of cell clusters in the single-cell HSPC dataset. **(A)** Gating strategy for the single-cell RNA-sequencing experiment, where 10,000 Lin^−^ cKit^+^ cells were sorted and enriched with 3,000–5,000 HSCs (Lin^−^ cKit^+^ CD150^+^ CD48^−^ CD34^−^). Cells sorted are within the red gates. **(B)** Two-dimensional UMAP embedding of cells from the control subset, colored for the different identified clusters as indicated in the legend. **(C, D)** UMAP projection (C) and violin plot (D) of stemness score (see the Materials and Methods section) in the IFN⍺-treated or control (PBS) subsets. **(E)** Pearson correlation between gene expression of clusters in our HSPC dataset versus the cell types in the HSPC dataset from Nestorowa et al (2016). **(F)** Expression of marker genes in the different clusters in the 3, 24, and 72 h IFN⍺-treated subsets. erythroid (ery.); myeloid (my.); eosinophils (eos.); universal (U.). **(G)** Relative abundances of each cluster for the four different hashtags (biological replicates) in each timepoint. **(H, I)** UMAP projection of *Ifnar1* (H) and *Ifnar2* (I) expression in the four subsets. **(J, K)** Violin plot of *Ifnar1* (J) and *Ifnar2* (K) expression in the four subsets.

### Inflammation response is defined by global and cluster-specific changes in gene expression

To gain a comprehensive understanding of all genes that characterize the IFNα response, we next performed differential gene expression analysis. 

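Tests in the whole compartment covered 12042 genes. At 3 h, 831 genes were changed (629 higher and 202 lower), at 24 h 267 (176 and 91) and at 72 h 345 (205 and 140). These sums mix changes in expression with changes in the numbers of cells per type. The alternative with the largest effect was the likelihood ratio test fitted to each time point alone without a filter on low counts, which gave 485 genes at 24 h and 636 at 72 h. Scaling by library size alone also gave 831 genes at 3 h, of which 731 were shared in direction, but with 529 higher and 302 lower. It moved the median log2 fold change of all genes at 3 h from -0.03 to -0.18. Randomly drawn other splits of the 16 mice into groups of 4 gave at most 273 genes at 3 h, 209 at 24 h and 305 at 72 h, each below the count of the real time points.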

Differentially expressed genes (DEGs) were selected between the control subset and every treatment time point individually to get a set of response genes from any stage of the response (see the Materials and Methods section). The analysis identified a total of 2,501 significant response genes. 

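With the counts summed per mouse and cluster, 1514 response genes passed in at least 1 of the 12 tested clusters and 1 time point. Of these, 1324 were called at 3 h, 323 at 24 h and 313 at 72 h. A single cluster called 881 of them, and all 12 clusters called 95. The likelihood ratio test gave 1782 response genes, DESeq2 gave 1078 and a fit without the filter on low counts gave 2160. With the likelihood ratio test, 1 time point at a time and no filter, the count was 2445, of which 1430 were shared with the 1514. With each mouse left out in turn, it stayed between 1480 and 1608. Another split of the 16 mice into groups of 4 gave at most 268 response genes among those drawn.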

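Cox7c (ENSMUSG00000017778, chromosome 13 from 86044816 to 86046904) rose at 3 h from 559.8 ± 19.3 CPM (SD, n = 4 mice) to 1166 ± 31.2 (SD, n = 4) in the whole compartment, a log2 fold change of 1.06 (standard error 0.0320, adjusted p = 6.95e-18) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rise was 1.06 in the HSC-like class and also above 1 on the log2 scale in the myeloid progenitor-like class. Removal of the trend with transcript length lowered it to 0.67, and scaling by library size alone to 0.91, both under the fold change threshold in the whole compartment. Sec61g (ENSMUSG00000078974, chromosome 11 from 16500530 to 16508484) rose from 499 ± 16.3 CPM (SD, n = 4 mice) to 1052 ± 25.6 (SD, n = 4), a log2 fold change of 1.07 (standard error 0.0370, adjusted p = 1.35e-16) from the same test. Its log2 fold change was 1.46 in HSC-like, 1.18 in myeloid progenitor-like and 1.58 in erythroid progenitor-like cells, and in the whole compartment it fell to 0.92 with library size alone and 0.99 without the length trend. The gene listed as Mnda in the files (ENSMUSG00000026536, named Ifi211 in GENCODE vM21, chromosome 1 from 173896345 to 173913046) rose from 2.56 ± 1.85 CPM (SD, n = 4 mice) to 93.0 ± 14.8 (SD, n = 4), a log2 fold change of 4.90 (standard error 0.195, adjusted p = 1.64e-15) from the same test. It rose by 5.60 in myeloid progenitor-like cells, by 7.30 in LMPP-like, by 4.44 in HSC-like and by 4.21 in MK progenitor-like cells (adjusted p under 0.001 each, same test), and was too low to be tested in erythroid progenitor-like cells. Control levels in LMPP-like (0.417 ± 0.498 CPM) and HSC-like cells (1.33 ± 1.82 CPM, SD, n = 4 mice each) rest on few UMIs. The size of the rise is therefore uncertain there.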

Expression profiles of the response genes showed that the expression of some genes changed globally (e.g., *Cox7c*), whereas the expression of others was more specifically changed in few or one cluster (e.g., *Sec61g* and *Mnda*) (Fig 2A). To investigate in which cluster(s) genes were changing the most, the top 500 most significant response genes were scored for the total expression change in each cluster (change score; see the Materials and Methods section). After calculating the total change for each cluster, the response genes were categorized into 14 different groups using hierarchical clustering (Fig 2B), confirming a wide variety of globally responding genes (groups 1–5), and cluster-specific responding genes (groups 6–14). 

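The change scores of the 500 most significant response genes formed 16 groups with Ward linkage at a distance of 3 and a single group with average linkage. The paper's text does not name the linkage.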

To exclude that the differences between clusters were a result of completely different expression profiles, the similarity between a cluster’s expression profile and the expression profile in the whole dataset was calculated (Fig S2A). 

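For each of the 500 genes, the profiles over the 4 time points were correlated between pairs of clusters. The median correlation over pairs, taken per gene, had a median of 0.948 over the genes, and 436 genes (87.2%) had a median above 0.5. With the time points shuffled within each gene and cluster, the median was -0.13 and 2 genes lay above 0.5. A correlation of 4 points leaves out the size of the change and weighs a single high time point strongly.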

The results indicate that most expression profiles follow similar patterns in all clusters.

**Figure 2.**
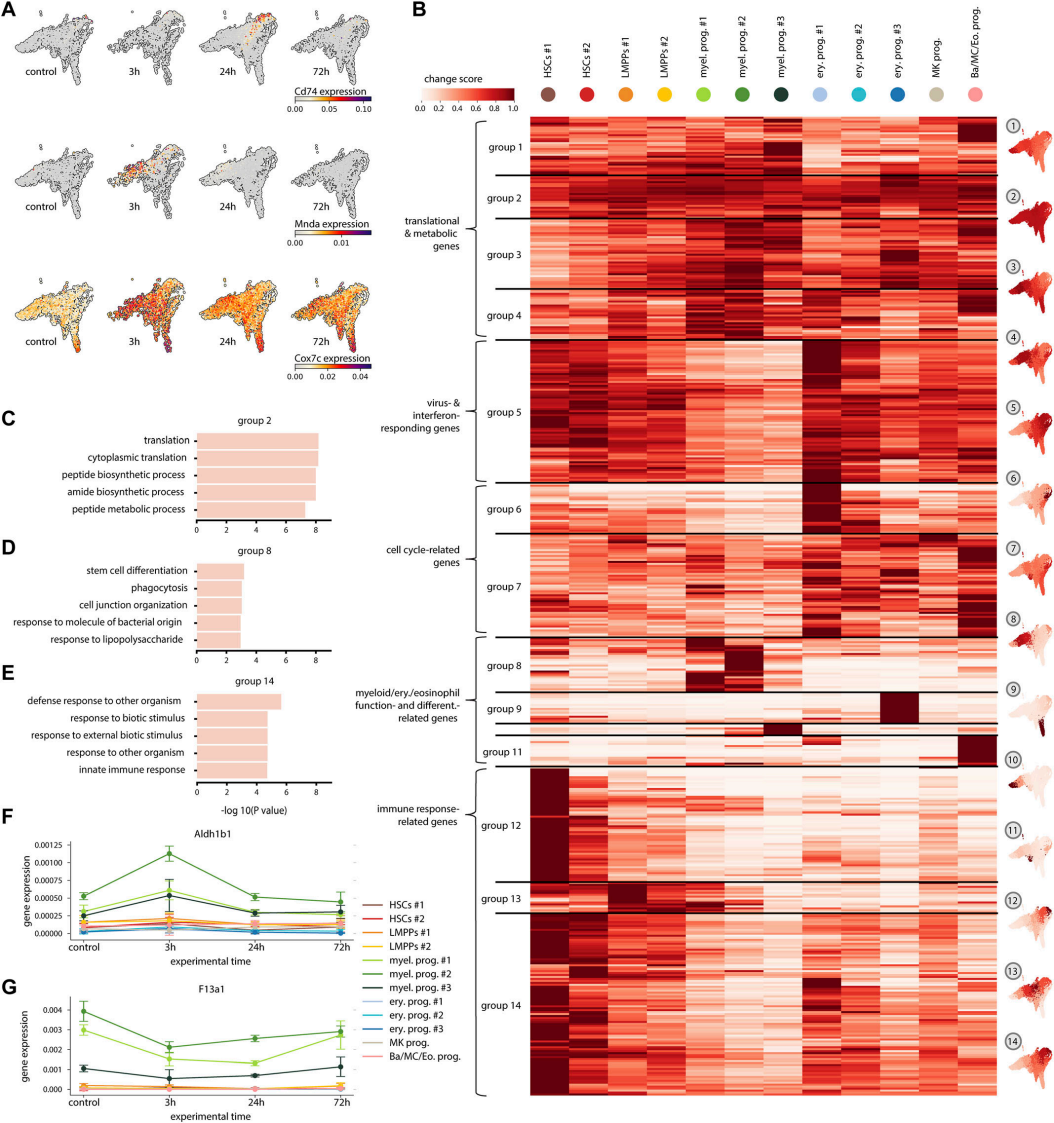
Inter-cluster analysis of response genes shows both global and cluster-specific responding genes. **(A)** UMAP embeddings with the expression of response genes *Cd74*, *Mnda*, and *Cox7c* in control and 3, 24, and 72 h post IFN⍺ treatment. **(B)** Change score (see the Materials and Methods section) in each cluster for the top 500 response genes, grouped using hierarchical clustering. UMAPs on the right show the expression change for each cell cluster averaged over all response genes in the corresponding group. On the left are terms summarizing the functional annotation of the response genes associated with the groups. **(C, D, E)** GO terms associated with groups 2 (C), 8 (D), and 14 (E). The length of each bar represents the statistical significance of each term. **(F, G)** Mean expression of *Aldh1b1* (F), and *F13a1* (G) in each cluster over time.

**Figure S2.**
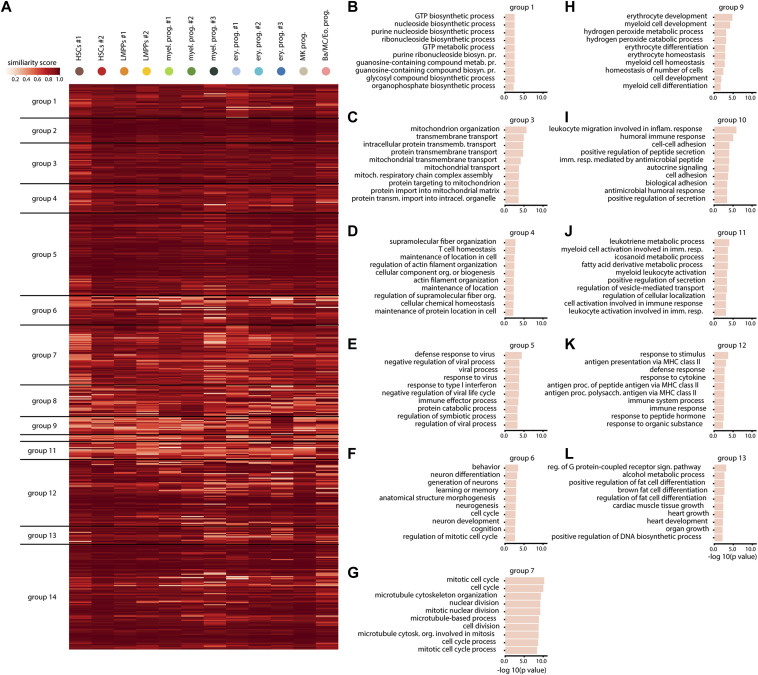
Inter-cluster similarity score analysis confirms the validity of cluster-specific inflammation signatures. **(A)** Similarity score (between 0 and 1) illustrating the similarity between the pattern of a gene in a specific cluster and the average pattern in the whole dataset. Genes are grouped as in Fig 3B. **(B, C, D, E, F, G, H, I, J, K, L)** GO terms significantly enriched in the different change score groups (as defined in Fig 3B). The length of each bar represents the statistical significance of each term.

Gene ontology (GO) enrichment analysis of the global response gene signatures in groups 1–4 revealed an overrepresentation of terms associated with translation and metabolism (Figs 2C–E and S2B–D). This is in line with reports of HSPCs undergoing massive changes in the metabolism under inflammatory stress (Karigane & Takubo, 2017). In addition, global response genes from group 5 (Fig S2E) showed enrichment for categories associated with immune response and response to type-I IFN, further supporting the ISG expression data (Fig 1K), indicating that all cells sense the changes in IFNα levels. 

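Among the calls in the whole compartment, 62 of the 71 listed ISGs tested were called higher at 3 h and none lower, both with p values adjusted over all tested genes and over the list alone, from edgeR's quasi-likelihood test. At 24 h, 30 were higher and none lower by either adjustment.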

The GO enrichment terms for other gene groups are shown in Fig S2F–L. Interestingly, expression changes in the HSC-enriched groups 12 and 14 were also associated with immune response and response to type-I IFN (Figs 2E and S2K). However, these changes were different from the changes in group 5, suggesting an HSC-specific immune response, which is different from the immune response in progenitors. 

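Among the genes with an adjusted p under 0.05 at 3 h in the HSC-like class that lay above the control mean in every mouse, the 3 with the largest log2 fold changes were Cxcl10, Ifit1bl1 and AI607873. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) rose from 0.161 ± 0.322 CPM to 462 ± 63.9 (SD, n = 4 mice each, adjusted p = 9.98e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifit1bl1 (ENSMUSG00000079339, chromosome 19 from 34592891 to 34601956) rose from 0.613 ± 0.730 to 172 ± 11.7 CPM, and AI607873 (ENSMUSG00000073490, named Ifi207 in GENCODE vM21, chromosome 1 from 173723427 to 173741747) from 0.180 ± 0.361 to 37.9 ± 8.27 CPM (SD, n = 4 each). All 4 treated mice lay above the control mean, and the control levels rest on too few UMIs for a fold change. Among myeloid progenitor-like cells, the 3 largest rises were those of Ifit3, Gm4951 and Iigp1. Ifit3 (ENSMUSG00000074896, chromosome 19 from 34583531 to 34588731) rose there from 0.0305 ± 0.0609 to 37.9 ± 12.4 CPM, Iigp1 (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634) from 0.0587 ± 0.0680 to 41.1 ± 9.81 CPM, and Gm4951 from 0 CPM in each of the 4 control mice to 16.2 ± 9.15 CPM (SD, n = 4 each). The paper proposes from its gene groups that HSCs mount an immune response that differs from that of progenitors.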

HSC-enriched groups 12 and 14 also included GO terms such as regulation of T cell activation and antigen processing and presentation (Figs 2E and S2K), which correspond to the newly identified role of HSCs as immunomodulators (Hernández-Malmierca et al, 2022), which would be strengthened under inflammation. 

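A list of 19 antigen presentation genes was scored per mouse. In the HSC-like class, the score rose from 7.14 ± 0.37 in control to 7.85 ± 0.04 at 3 h and 7.92 ± 0.13 at 24 h (SD, n = 4 mice each). All 4 mice lay above every control mouse at both time points (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0686 over 180 gene set comparisons). At 72 h, the change was 0.26 (exact permutation p = 0.143). At 24 h, the score rose by 0.67 in LMPP-like, 0.69 in myeloid, 0.76 in erythroid and 0.75 in MK progenitor-like cells, and differences between these classes were not tested. No gene set comparison passed the adjusted threshold with the exact permutation test, and 75 of the 180 had an unadjusted p under 0.05. Scaling by library size alone moved the HSC-like rise at 3 h most, to 0.48 on the log2 scale. Cd74 (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652) rose at 24 h in HSC-like cells by 1.52 (standard error 0.226, adjusted p = 7.15e-06) on the log2 scale from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and by 2.79 (standard error 0.383, adjusted p = 2.63e-06) in LMPP-like and 2.68 (standard error 0.419, adjusted p = 2.63e-05) in MK progenitor-like cells, from lower control levels, same test. RNA from other cells in the droplets was not measured and can add to low levels. In LMPP-like cells, Cd74 was at 42.4 ± 24.4 CPM at 24 h, against 577 ± 138 in HSC-like cells (SD, n = 4 mice each). The fall of Cd74 at 3 h in HSC-like cells, -1.12, became -0.38 without control mouse 1 and was not called by DESeq2. At 72 h, Cd74 was at -1.05 (adjusted p = 0.0131, same test), which became -0.31 without control mouse 1 and was not called by the likelihood ratio test or DESeq2. The paper relates its antigen presentation terms to a reported role of HSCs as immunomodulators.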

Besides global and HSC-specific response genes related to immune response, change score analysis also identified groups of response genes enriched in committed progenitors related to progenitor-specific processes. For example, erythroid and basophil/mast cell/eosinophil progenitor-enriched groups 9 and 11 showed an overrepresentation of processes related to erythrocyte differentiation terms and myeloid development (Fig S2H and J). 

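The largest change score among the 12 clusters lay in a myeloid progenitor-like cluster for 76 of the 500 genes (15.2%). It lay in cluster 3 for 20 genes, in cluster 4 for 29 and in cluster 7 for 27. GO enrichment was not analysed here.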

Change scores in groups 8 and 10 were largest for myeloid progenitors and connected with biological processes such as phagocytosis, myeloid leukocyte-mediated immunity, and stem cell differentiation, which are characteristic functions of this cell type (Figs 2D and S2I). Thus, with the change score analysis both global and cluster-specific signatures were identified. The analysis highlights that HSCs are the major responders to inflammation in the HSPC compartment and both global and HSC-specific inflammation signatures are present, indicating heterogeneity in the inflammatory response between the clusters.

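The largest change score lay in an HSC-like cluster for 199 of the 500 genes, a share of 39.8% with a 95% binomial confidence interval of 35.5% to 44.2%. It lay in cluster 11 for 153 genes and in cluster 5 for 46, and cluster 11 had the second fewest control cells of the 12 clusters. The interval takes the genes as independent and holds no spread between mice. Over all 1514 response genes instead of 500, the share was 29.9%, and after subtraction of the score expected from shuffled time labels it was 38.8%. By DEGs at any time point, the HSC-like class had 548, the myeloid progenitor-like 500, the LMPP-like 489, the erythroid progenitor-like 479 and the MK progenitor-like class 374. At 3 h, these were 517, 419, 447, 402 and 340 genes. The fit that moved these most, the likelihood ratio test of each time point alone without a filter, gave 837 for the myeloid progenitor-like and 762 for the HSC-like class. The HSC-like class was also not first with each time point fitted alone (439 against 441 in the erythroid progenitor-like class) and without control mouse 2 (546 against 572). After each class was thinned to the same UMIs per mouse, without control mouse 4, the HSC-like class had 501 DEGs, the erythroid progenitor-like 437, the myeloid progenitor-like 401, the LMPP-like 378 and the MK progenitor-like 366. No test of the difference between these counts was made. From the change scores, the paper concludes that HSCs are the major responders to inflammation in the HSPC compartment.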

### The pseudotemporal ordering of cells enhances the resolution of gene dynamics

The change score analysis gave an overview of all response genes without taking into account the detailed dynamics of the response. Therefore, in the next step, the expression dynamics of the response genes were explored. When zooming into the expression of individual genes in time, different expression patterns were observed for genes within the same group. For example, the responses of *Aldh1b1* and *F13a1* were both assigned to group 8. However, the temporal expression dynamics differed between those genes; whereas *Aldh1b1* was up-regulated with a peak at 3 h and a full recovery to original (control) expression levels at 24 h (Fig 2F), *F13a1* expression steadily went down (Fig 2G). 

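In the myeloid progenitor-like class, Aldh1b1 (ENSMUSG00000035561, chromosome 4 from 45799022 to 45804604) rose from 20.3 ± 4.24 CPM (SD, n = 4 mice) to 48.4 ± 6.11 at 3 h and was at 22.4 ± 3.24 at 24 h (SD, n = 4 each). The log2 fold change was 1.39 (standard error 0.144, adjusted p = 2.74e-09) at 3 h and 0.25 (standard error 0.130, adjusted p = 0.219) at 24 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. F13a1 (ENSMUSG00000039109, chromosome 13 from 36867178 to 37050244) went in this class from 155 ± 31.4 CPM (SD, n = 4 mice) to 108 ± 9.06 at 3 h, 112 ± 12.5 at 24 h and 158 ± 17.1 at 72 h (SD, n = 4 each). Its log2 fold change was -0.41 (standard error 0.105, adjusted p = 0.00360), -0.38 (standard error 0.0840, adjusted p = 0.00149) and 0.12 (standard error 0.0880, adjusted p = 0.393) from the same test. Cluster 4, which had F13a1 among its leading genes, made up 36.2% of the cells of this class in control and 52.7% at 72 h. Within clusters 3, 4 and 7, the log2 fold changes at 72 h were -0.24, -0.07 and -0.48 (adjusted p = 0.343, 0.786 and 0.523, same test). Over the whole compartment, F13a1 was lower at all 3 time points, with log2 fold changes of -1.06, -0.99 and -0.64, and all 4 mice lay below every control mouse each time. The value at 3 h was -0.95, under the fold change threshold, without control mouse 1 or without mouse 2 of 3 h.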

To improve the characterization of the expression patterns, we wanted to leverage the single-cell resolution of our dataset. Therefore, we aimed to construct a pseudotime axis in the gene expression space to describe the inflammatory response. In datasets covering a developmental process or disease progression, the asynchrony of cells can be leveraged to infer a pseudotemporal ordering of cells (using methods such as diffusion pseudotime [Haghverdi et al, 2016], Monocle [Qiu et al, 2017], etc.). These methods are generally based on cell neighborhood relations, with the assumption that the further apart (in Euclidean, diffusion space, etc.) two cell states are, the longer the typical transition time between them, hence longer pseudotime (Fig 3A). However, this assumption is violated for the type of post-drug treatment time series data we have here, where the largest transcriptional change is observed shortly after stimulation but (presumably) diminishes as cells relax to a more control-like state over a longer time (Fig 3A). 

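On the first 10 principal components of the 2000 most variable genes over all cells, without correction, 93.4% of the 15 nearest neighbors of a control cell were control cells, and 92.8% of those of a cell from 3 h were from 3 h. A cell from 24 h had 69.8% of its neighbors from 24 h and 27.3% from 72 h, and a cell from 72 h had 53.4% from 72 h and 43.6% from 24 h. These libraries made up 24.6%, 16.5%, 34.5% and 24.4% of all cells in the order control, 3, 24 and 72 h. With 1 library per time point, the separation of libraries and of time points is the same measurement.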

In our datasets, cells from different experimental time points generally appear either completely intermingled or completely disconnected from one another when viewed over the first principal components (Fig S3A). This renders the unsupervised, distance-based pseudotime methods unsuitable for detecting the temporal order of response dynamics. Thus, to get a higher temporal resolution of the response progression from the four time points, we used a semi-supervised (using the experimental time labels) approach that finds a pseudotime axis that best correlates with the cells experimental time labels. We find a transformation of the cells’ expression matrix that reconstructs the experimental time labels plus an error term that we try to minimize (Fig S3B and the Materials and Methods section). In essence, this approach assigns a positive/negative weight to each gene (depending on its correlation or anticorrelation_across all cell types_ with the experimental time labels), in such a way that the resulting weighted sum of the gene expression profile of a cell approximates its experimental time labels up to an error term, which we interpret as the asynchrony of treatment response among different cells captured at the same experimental time point. Using this approach implies that there are at least a few genes in the data, a linear combination of which can be used to differentiate the different time points. Interestingly, the genes given highest positive weights by the model turn out to be often among the global changing ones, and associated with the immune response, whereas the genes assigned negative weights display enrichment in processes such as translation (Fig S3C–G). 

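The regression without intercept was fitted on the 1514 response genes and the cells of the 12 tested clusters. Its pseudotime had a Spearman correlation with the time labels of 0.924 over the cells in the fit. Over cells of mice left out of the fit, each hashtag number in turn, the mean was 0.854 ± 0.0611 (SD, n = 4 left-out sets), where cells are not independent replicates and the 1514 genes had been called with the left-out mice included. Leaving out ribosomal protein genes moved this most, to 0.810. The median pseudotime was -1.39 in control, -0.44 at 3 h, 0.33 at 24 h and 1.24 at 72 h. Of the 69 response genes on the ISG list, 24 had positive and 45 negative weights, with 5 among the 100 most positive and 16 among the 100 most negative weights. Of the 11 ribosomal protein genes among the response genes, 10 had positive weights, all of them among the 100 most positive. OXPHOS genes had 5 positive and 3 negative weights.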

In Fig S3H, we see the non-smoothed counterpart, thus sparser expression matrix of the same genes as that of Fig S3C, which confirms the robustness of the inferred patterns. 

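In the whole compartment, Ifi44 (ENSMUSG00000028037, chromosome 3 from 151730922 to 151749960) rose at 3 h from 9.38 ± 5.38 CPM (SD, n = 4 mice) to 371 ± 46.2 (SD, n = 4), a log2 fold change of 5.73 (standard error 0.123, adjusted p = 1.73e-20) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 72 h, its log2 fold change was back at 0.28 (adjusted p = 0.20, same test), although its mean of 8.60 ± 1.09 CPM (SD, n = 4) lay below that of control. Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), which encodes Sca-1, rose by 3.11 at 3 h and 2.00 at 24 h and was at 0.30 at 72 h. Irf8 (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) fell by 1.12 at 3 h, from 117 ± 8.09 CPM (SD, n = 4 mice), and stayed at -0.68 and -0.59. Csf1r (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149) was at -1.09, -0.83 and -0.43 at 3, 24 and 72 h, and its value at 3 h was -0.91 without mouse 3 of 3 h. For both genes, all 4 mice lay below every control mouse at each time point. Rpl35 (ENSMUSG00000062997, chromosome 2 from 39001580 to 39005624) was at 657 ± 10.9 CPM (SD, n = 4 mice) in control, 3512 ± 70.1 at 3 h, 1528 ± 16.9 at 24 h and 2393 ± 48.8 at 72 h (SD, n = 4 each), with log2 fold changes of 2.42, 1.22 and 1.86. By median, transcripts of up to 600 nucleotides rose as well, while the coding transcript of Rpl35 is annotated with 946. The gene listed as Pnp in the files (ENSMUSG00000021871, named Gm49342 in GENCODE vM21, chromosome 14 from 50944517 to 50963136) was at 0.66, -0.17 and -0.44. Nme2 (ENSMUSG00000020857, chromosome 11 from 93949814 to 93956259) fell at 72 h from 57.1 ± 3.14 CPM (SD, n = 4 mice) to 17.9 ± 0.60 (SD, n = 4), a log2 fold change of -1.69 (standard error 0.0620, adjusted p = 2.33e-15) from the same test, after 0.29 at 3 h.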

We further confirm the agreement of actual time series dynamics with that of the reconstructed pseudotime pattern for a few show-case genes (Fig S4A–G). In addition, we introduce a simulation dataset on which we demonstrate the properties of the inferred pseudotime order, and use it for evaluation of the method’s performance (the Materials and Methods section and Fig S5A–M).

**Figure 3.**
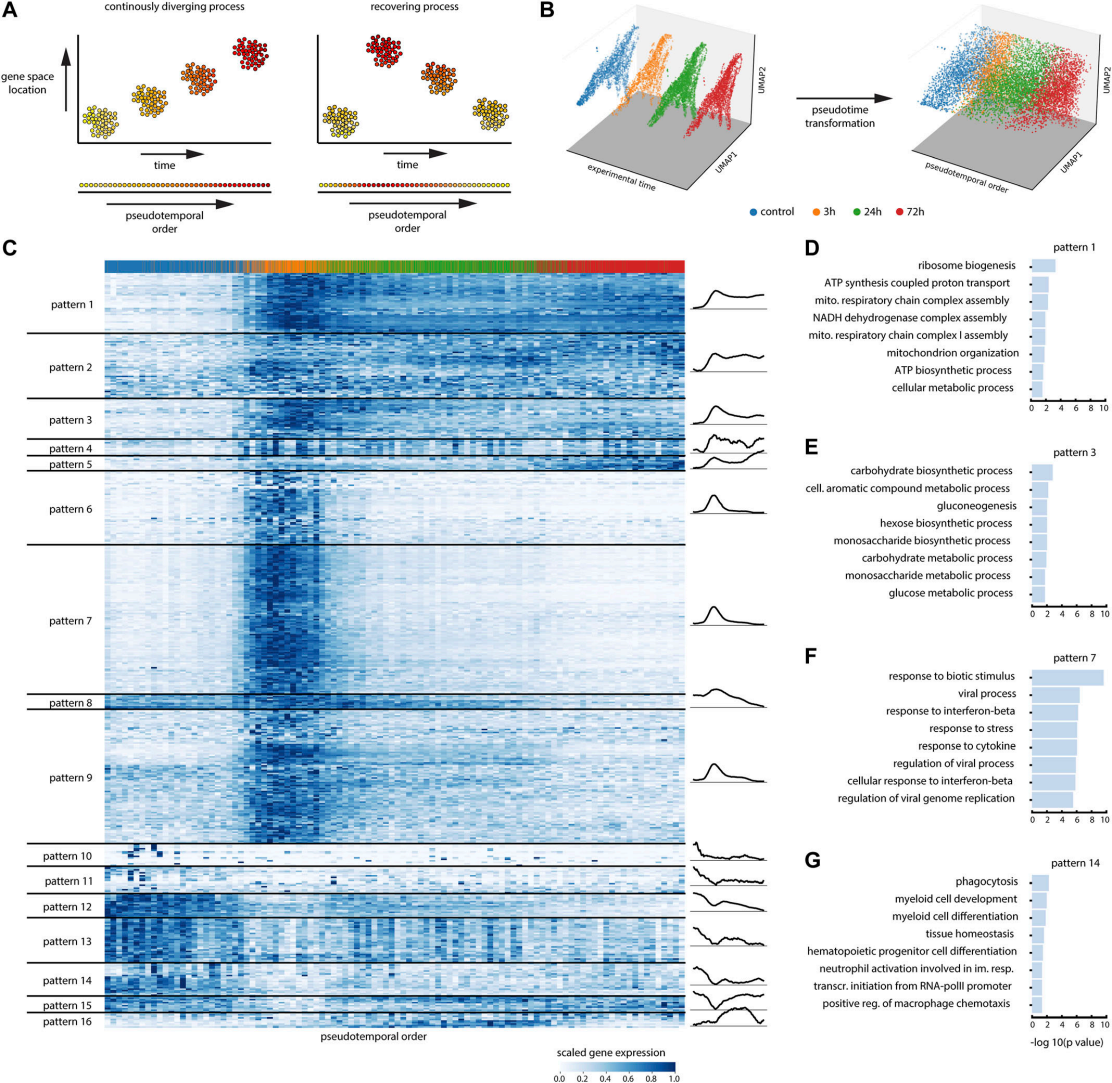
Implementing response pseudotime to characterize the dynamics of gene expression in response to IFN⍺ treatment. **(A)** Illustration of the difference between time series that capture continuously diverging processes (such as development), and recovering processes (such as acute stimulation). **(B)** Three-dimensional embedding of the HSPC dataset with experimental timepoints (left) or pseudotemporal ordering (right) on the z-axis (x- and y-axis: UMAP). **(C)** (smoothed) Expression of the top 500 response genes, with cells ordered by pseudotime and genes grouped by pattern using hierarchical clustering. A graphical representation of the mean pattern in each pattern group is shown on the right. **(D, E, F, G)** GO terms associated with gene patterns 1 (D), 3 (E), 7 (F), and 14 (G). The length of each bar represents the statistical significance of each term.

**Figure S3.**
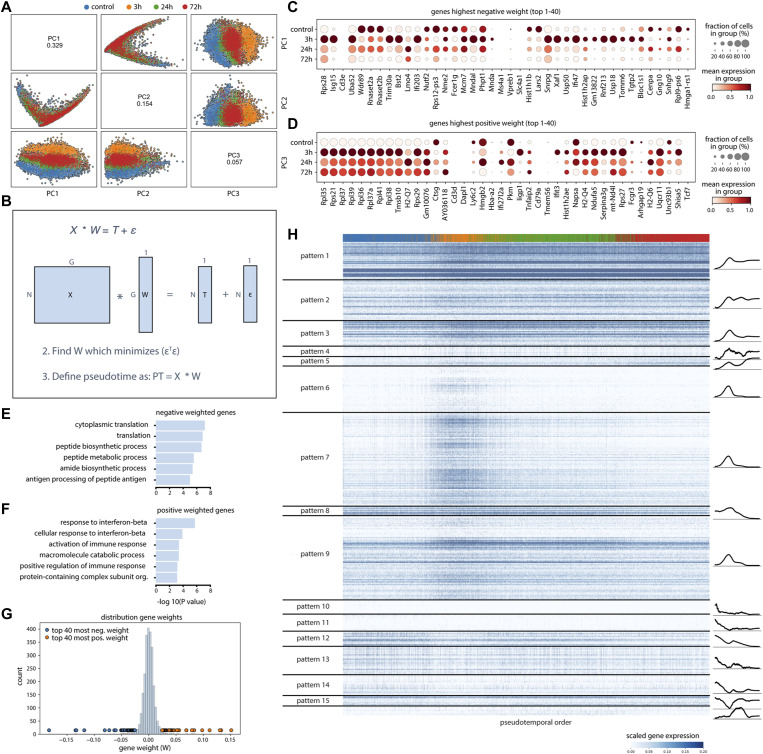
The response pseudotime ordering of cells. **(A)** Principal components 1–3 of the non-batch–corrected HSPC dataset. **(B)** The response pseudotime for each cell is calculated by solving a linear regression for the weight matrix W that transforms the data matrix X (with N cells and G genes) to the experimental time labels vector T, with minimal error (ε). **(C, D)** gene expression of the top 40 genes with the lowest negative association (i.e., weight in the W matrix) with pseudotime (C), gene expression of the top 40 genes with the highest positive association with pseudotime (D). **(E, F)** GO terms associated with negative weighted genes (E) and positive weighted genes (F). The length of each bar represents the statistical significance of each term. **(G)** All weights in vector W, represented as histogram with points representing the top 40 most positive weighted genes (orange) and top 40 most negative weighted genes (blue). **(H)** Non-smoothed expression of the top 500 DEGs. Expression patterns were grouped as in Fig 3C.

**Figure S4.**
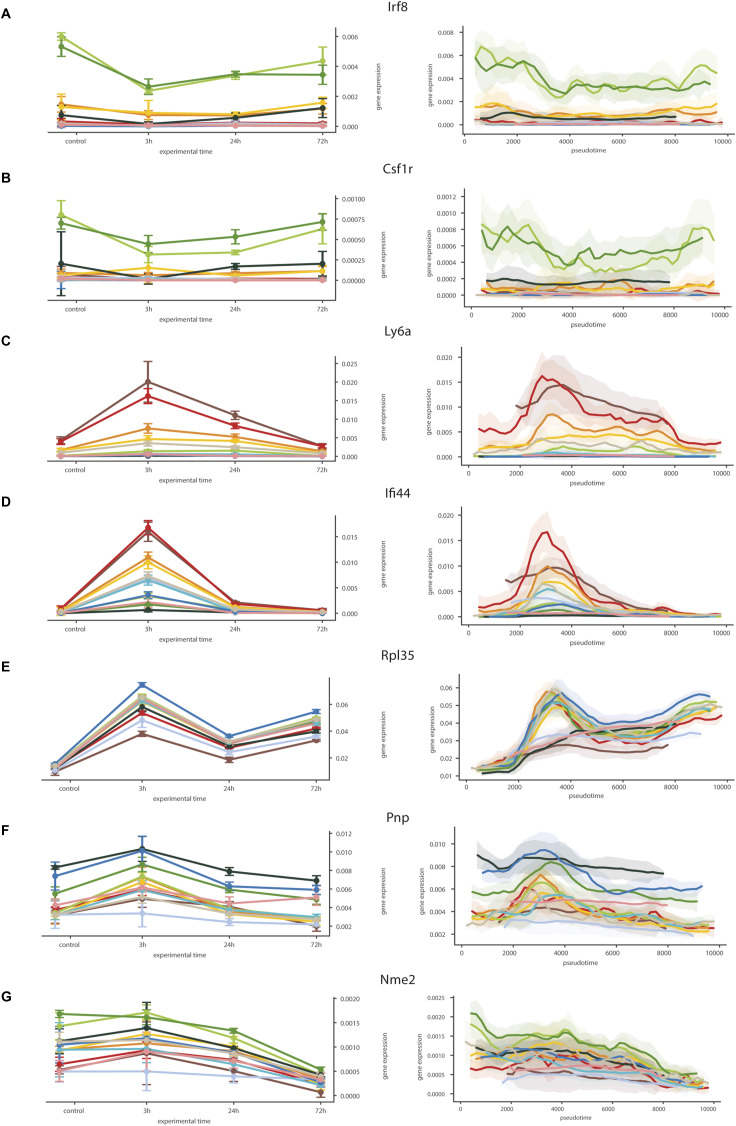
Validation of pseudotime gene expression dynamics. **(A, B, C, D, E, F, G)** Actual time series dynamics represented as mean discrete expression for each of the clusters (right) versus the reconstructed pseudotemporal expression in the different clusters (left) for the same genes *Irf8* (A), *Csf1r* (B), *Ly6a* (C), *Ifi44* (D), *Rpl35* (E), *Pnp* (F), *Nme2* (G).

**Figure S5.**
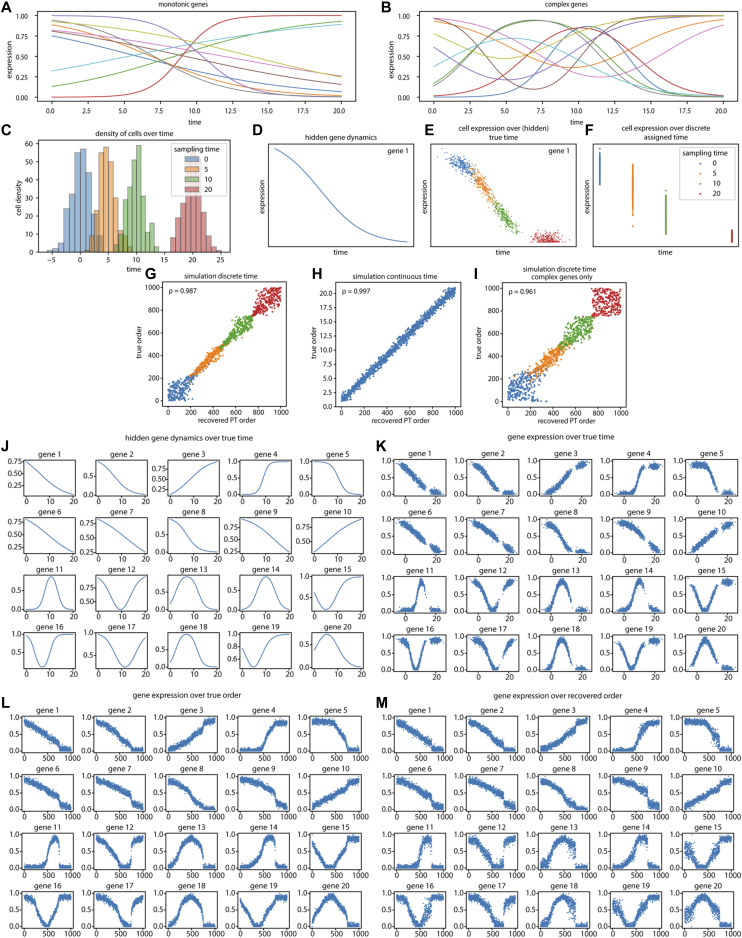
Response pseudotime recovers gene expression dynamics in simulation. To test the performance of our response pseudotime approach, we applied our method to a simulation. **(A)** The simulation included the temporal dynamics of a total of 20 stimulated genes that fall into two categories: (A) monotonic genes that mimic genes that are up-regulated or down-regulated without recovery within the covered time interval. **(B)** Complex genes that are up- or down-regulated but also demonstrate a form of recovery within the timeframe of the simulation. **(C)** After adding Gaussian noise—one for modeling the biological variance in gene expression and one for modeling the asynchronous progression of cells through time—1,000 cells were sampled from four different timepoints. This figure shows the density of cells in each of the four simulated capture (experiment) timepoints across the (continuous) true simulation time values. **(D, E, F)** Each gene in the simulation has hidden gene dynamics, which theoretically explain the gene expression over true time (D). **(E)** In a simulation, we have access to the true time assignment of each cell (E). However, real-world single-cell time series datasets do not include a measure of true time for cells. The only measurements of time that we can use are the experimental timepoints. **(F)** Therefore, the data in our simulation are transformed to mimic the discrete experimental timepoints (F). **(G)** We used our response pseudotime to recover the temporal order of the cells in the dataset. In (G), we compare the recovered response pseudotemporal (PT) order of the cells with the true temporal order of cells. To describe the accuracy of the recovery we use a Spearman’s correlation test (ρ), which demonstrates that we are able to recover the true temporal order with a high accuracy. **(H, I)** In addition, we also tested our response pseudotime method on a simulation where the cells are sampled uniformly along the true time axis (H) and a simulation which included only complex genes (I). The latter illustrates that our approach even has reasonable accuracy in scenarios where all genes (partially) recover during the measured time frame. **(J, K, L, M)** To illustrate how the gene dynamics are recovered using our response pseudotime approach, we visualized the hidden dynamics of all genes in the simulation (J), and plotted the gene expression of the sampled cells over true time (K), true order (L), and recovered PT order (M). **(J, K, L, M)** The reader might notice that the gene dynamics in (L, M) look slightly warped in comparison with the dynamics in (J, K). This is an unavoidable consequence of a time series dataset if the cells’ sampling function along true time is unknown (non-uniform, non-stationary state, etc.). Consequently, when we order the cells, there is more coverage of certain parts of the true time than others which will warp the gene dynamics.

Using the response pseudotemporal order of the cells, we moved from the four time points’ discreet view of the data to a continuous axis (Fig 3B) over which the different expression dynamic patterns that follow IFN⍺ treatment were explored. 

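The expression of the 500 genes was averaged over 99 bins of 100 cells along pseudotime and scaled between 0 and 1. At a distance of 5.2, hierarchical clustering gave 36 patterns with Ward linkage and 1 pattern with average linkage.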

Response genes were categorized into 16 patterns based on their pseudotemporal dynamics using hierarchical clustering (Figs 3C and S3H). Each pattern represents a cluster of genes with similar expression dynamics after IFN⍺ injection, which can be roughly subdivided in up-regulation (patterns 1–9 and 16) and down-regulation (pattern 10–15) patterns. 

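By the calls per cluster, 790 of the 1514 response genes (52.2%) were only higher after treatment, 676 (44.7%) were only lower, and 48 (3.17%) were higher in some clusters or time points and lower in others.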

The GO enrichments for the gene patterns are shown in Fig 3D–G. The patterns showed a broad diversity in the speed of sensing, response, and recovery. Whereas most patterns reach a steady-state plateau towards the end of the pseudotime axis, a few (patterns 5, 8, and 12) do not, and imply an ongoing trend of changes beyond the covered 72 h posttreatment genes in patterns 6, 7, and 9 show quick sensing, response, and recovery associated with immune, IFN, and viral processes (Fig 3F). Other patterns resembled a similar fast increase but with slower recovery, as seen for pattern 3, which is enriched for metabolic processes (Fig 3E). In addition, the heatmap in Fig 3C showcases a variety of gene dynamics that were different from the rapid response and recovery IFN-response (patterns 6, 7, and 9), such as a sustained up-regulation in pattern 1, which was associated with translation and other biosynthetic processes (Fig 3D). In contrast, several gene patterns encompassed genes that were down-regulated (gene patterns 10–14). After the initial decrease in expression, many of these genes failed to recover to initial expression levels. Most of these genes were linked to myeloid development and differentiation (Fig 3G). This would suggest alterations in myeloid differentiation upon the IFN⍺ treatment, an observation described for many other pro-inflammatory cytokines (Matatall et al, 2014; Pietras et al, 2016; Yamashita & Passegué, 2019) but IFN⍺.

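Genes called lower at 3 h in the whole compartment (202 genes) had a median log2 fold change of -1.35 at 3 h, -0.84 at 24 h and -0.84 at 72 h. In the myeloid progenitor-like class (84 genes), the medians were -1.24, -0.49 and -0.51, and in the HSC-like class (114 genes) -1.23, -0.31 and -0.31. Medians of genes selected at 3 h shrink at the other time points even without a change in expression. The controls are shared between the time points, so a low or high control value enters all 3 medians.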

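For the whole compartment, a fall can come from fewer cells of a type as well as from lower expression in them. The medians of lower genes at 72 h were closer to 0 within each of the 5 classes, between -0.51 (myeloid and MK progenitor-like) and -0.31 (HSC-like), than in the whole compartment. From the terms of the down-regulated patterns, the paper proposes alterations in myeloid differentiation after IFNα treatment.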

### Response pseudotime reveals a landscape of gene dynamics in HSPCs after IFN⍺ treatment

To decipher the dynamic changes in the inflammatory response in the different clusters, we combined the information on how response genes changed their expression (Fig 3C) with whether these changes were global or cluster-specific (Fig 2B). The result condenses the plenitude of information in the complete single-cell time series into a single visualization, which considerably eases the search for (groups of) biologically relevant genes (Fig 4A).

**Figure 4.**
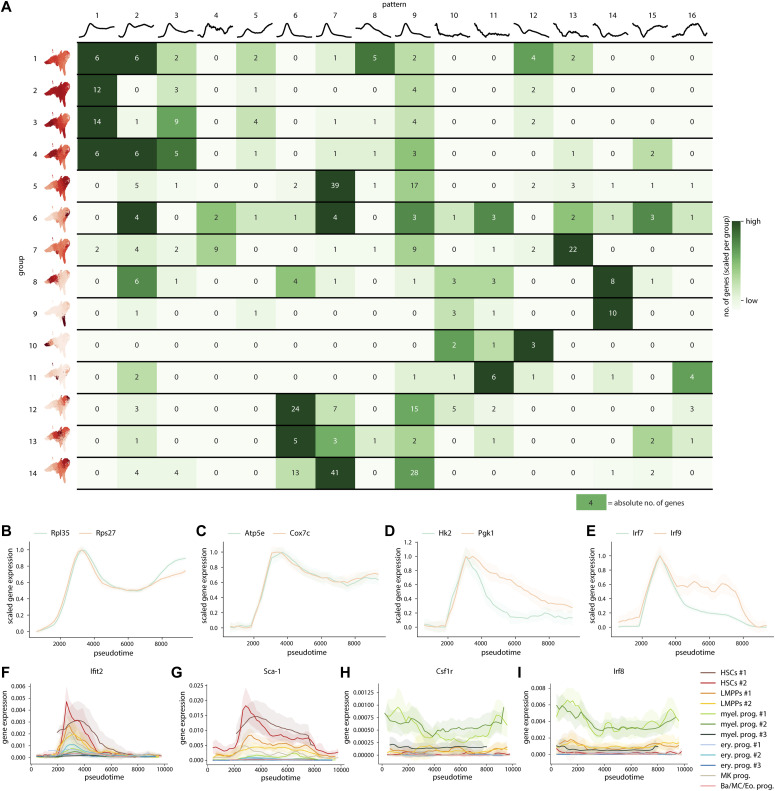
Response pseudotime reveals a landscape of gene dynamics in HSPCs following IFN⍺ treatment. **(A)** Visual summary of the HSPC time series showing the breakdown of the response gene patterns in each change score group. The numbers in each cell represent the absolute number of genes (e.g., five response genes in change score group 1 display pattern 1). The colors represent the number of genes scaled for each change score group. **(B, C, D, E)** Examples of gene expression in pseudotime for translation (*Rpl35*, *Rps27*) (B), metabolism (*Atp5e*, *Cox7c*, *Hk2*, *Pgk1*) (C, D), and inflammation (*Irf7*, *Irf9*) (E) specific genes. **(F, G, H, I)** Pseudotemporal expression of HSC-specific genes *Ifit2* (F) and *Sca-1* (G) and myeloid-specific genes *Csf1r* (H) and *Irf8* (I) in the different clusters.

The most commonly found patterns among the groups are patterns 1, 2, 7, and 9, showing a fast up-regulation combined with a partial (patterns 1 and 2) or full (patterns 7 and 9) recovery. Genes from these patterns are mainly related to immune responses, highlighting that the sensing and response to IFN⍺ is fast and present in all groups and clusters. The full recovery in the most common patterns 7 and 9 revealed by our single-cell experiment indicates that the general immune response does fully recover within 72 h, a fact that bulk experiments had not captured before.

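Over the whole compartment, none of the 71 listed ISGs was called higher at 72 h and 2 were called lower, adjusted over all tested genes or over the list alone, with edgeR's quasi-likelihood test. The ISG score at 72 h differed from control by -0.12 in the HSC-like class (two-sided exact permutation test, n = 4 mice each, p = 0.514), -0.20 in the LMPP-like (exact p = 0.171), 0.13 in the myeloid (exact p = 0.657), 0.26 in the erythroid (exact p = 0.571) and -0.31 in the MK progenitor-like class (exact p = 0.314). At 24 h, it was still higher by 0.78, 0.94, 1.29, 1.37 and 0.46 in the same order (exact p = 0.0286 in the first 4 classes and 0.143 in the last). Control mouse 4 had 4 erythroid and 7 MK progenitor-like cells. Without it, the changes at 72 h in the same order were -0.27, -0.30, -0.02, -0.01 and -0.05, with all 4 mice below every control mouse in the LMPP-like class (exact p = 0.0286), and the MK progenitor-like change at 24 h was 0.71 (exact p = 0.0286). With score_genes, the LMPP-like class lay below control at 72 h by -0.0373 in the units of that score (exact p = 0.0286). From the patterns that returned to their starting level, the paper concludes that the general immune response fully recovers within 72 h.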

Interestingly, other patterns of fast sensing and response followed by sustained up-regulation (patterns 1 and 3) were enriched in the groups with a global signature (groups 1, 2, 3, and 4). Several of these genes were ribosomal (e.g., *Rpl35* and *Rps27*; Fig 4B), suggesting that biosynthetic activity increased in most HSPCs early in the treatment and remained active even in the recovering phase, when proliferation levels are back to homeostasis again (72 h; Fig 1B). In addition, several genes after the sustained up-regulation pattern were metabolic. 

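Rps27 (ENSMUSG00000090733, chromosome 3 from 90212522 to 90213651) rose from 926 ± 23.3 CPM (SD, n = 4 mice) to 2723 ± 110.1 at 3 h and was at 1841 ± 8.94 at 72 h (SD, n = 4 each), a log2 fold change of 1.56 (standard error 0.0270, adjusted p = 5.27e-22) and 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 mice lay above every control mouse. With the trend of log2 fold change with transcript length removed, its value at 3 h was 0.63, under the fold change threshold. Of 80 ribosomal protein genes tested, 11 were called higher at 3 h, 1 at 24 h and 3 at 72 h, and none lower, with either adjustment. Over genes above 32 CPM, the 21 ribosomal protein transcripts of up to 600 nucleotides had a median log2 fold change of 0.70 at 3 h and 0.48 at 72 h, and the 57 longer ones 0.08 and 0.02. The 77 other transcripts of up to 600 nucleotides had a median of 0.49 at 3 h, with 59 of them above 0, and 3684 longer ones -0.03. At 72 h, these medians were 0.15, with 51 above 0, and -0.06. Over 78 ribosomal protein genes, the median excess over other genes of like length was 0.16 at 3 h and 0.23 at 72 h. With scaling by library size alone, the median of the longer ribosomal protein transcripts at 3 h turned to -0.07. The length limit and the CPM floor were chosen after the values were seen. Rpl35 has a single coding transcript in GENCODE vM21, of 946 nucleotides, of which 538 are 5′ untranslated. From the sustained up-regulation of ribosomal genes, the paper proposes that biosynthetic activity increased early and remained active at 72 h.

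**Figure D2:**
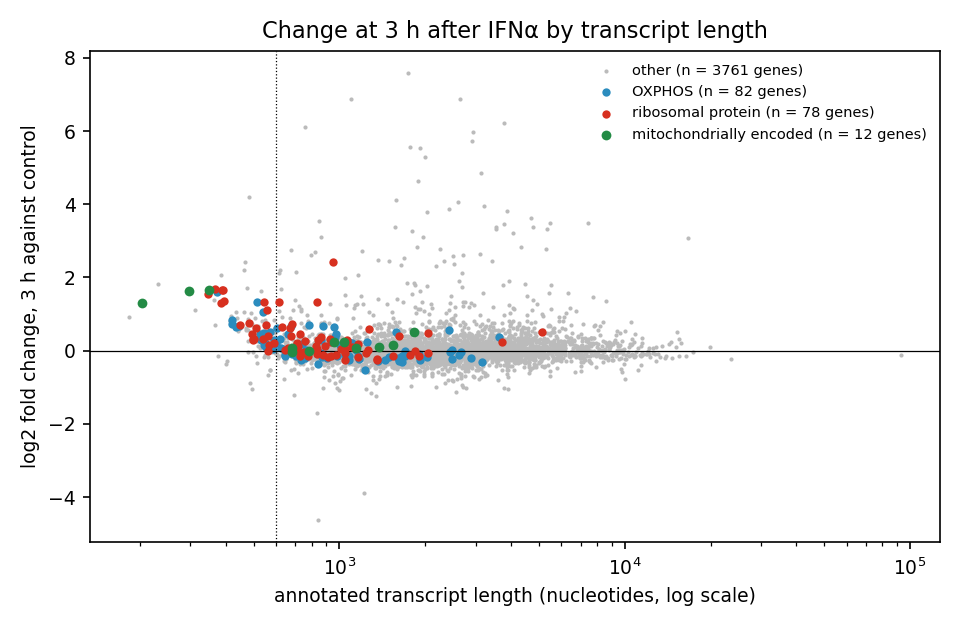
Log2 fold change at 3 h against control in the whole compartment by transcript length in nucleotides (log axis), with a point per gene for ribosomal protein, OXPHOS, mitochondrially encoded and other genes. The medians up to 600 nucleotides are 0.70 for ribosomal protein, 0.37 for OXPHOS and 0.49 for other genes.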

Oxidative phosphorylation (OXPHOS) genes and mitochondrial enzymes (e.g., *Atp5e* and *Cox7c*; Fig 4C) showed these patterns of prolonged up-regulation. On the other hand, glycolytic genes *Hk2* and *Pgk1* showed a quick response and recovery (Fig 4D). Thus, in contrast to previous reports suggesting a binary (on/off) switch between glycolysis and OXPHOS (Suda et al, 2011), our data suggest that an initial up-regulation of glycolytic and a sustained up-regulation of OXPHOS genes go hand in hand in inflammation responding HSPCs.

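Atp5e (ENSMUSG00000016252, chromosome 2 from 174461072 to 174464105) rose from 704 ± 20.1 CPM (SD, n = 4 mice) to 1268 ± 55.0 at 3 h, 948 ± 10.7 at 24 h and 967 ± 9.26 at 72 h (SD, n = 4 each). Its log2 fold change was 0.85 (standard error 0.0300, adjusted p = 1.63e-16) at 3 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, then 0.43 and 0.46, under the fold change threshold at each time point. Cox7c was at 0.53 at 24 h and 0.64 at 72 h. Of 92 OXPHOS genes tested, 4 were called higher at 3 h and none at 24 or 72 h, with p values adjusted over all genes or over the list alone. Over the 82 OXPHOS genes above the CPM floor, the median log2 fold change was 0.04 at 3 h, -0.02 at 24 h and -0.07 at 72 h, and with library size alone -0.11 at 3 h. The 21 OXPHOS transcripts of up to 600 nucleotides had a median of 0.37 at 3 h and 0.16 at 72 h, and the 61 longer ones -0.09 and -0.18. As a score per mouse over all listed genes, OXPHOS rose at 3 h by 0.30 in the HSC-like class (two-sided exact permutation test, p = 0.0286) and at 72 h by 0.16 (exact p = 0.0571).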

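Hk2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) rose from 21.1 ± 7.71 CPM (SD, n = 4 mice) to 85.1 ± 11.2 at 3 h and was at 29.0 ± 1.28 at 24 h and 32.0 ± 1.38 at 72 h (SD, n = 4 each). The log2 fold change was 1.80 (standard error 0.0960, adjusted p = 4.34e-13), 0.26 (standard error 0.0940, adjusted p = 0.0436) and 0.40 (standard error 0.0980, adjusted p = 0.00301) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pgk1 (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) rose from 22.7 ± 1.43 CPM (SD, n = 4 mice) to 81.7 ± 10.7, 46.7 ± 2.71 and 35.5 ± 2.78 (SD, n = 4 each). Its log2 fold change was 1.86 (standard error 0.0840, adjusted p = 1.65e-14), 1.05 (standard error 0.0790, adjusted p = 1.2e-09) and 0.66 (standard error 0.0840, adjusted p = 2.62e-06) from the same test. At 72 h, 4 of 4 mice lay above every control mouse for Hk2 and 4 of 4 for Pgk1. The call of Pgk1 at 24 h was at the fold change threshold and was lost without control mouse 3.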

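A list of 16 glycolytic genes was scored per mouse with a two-sided exact permutation test of 4 mice against 4. In the HSC-like class, the score moved by 0.30 at 3 h (exact p = 0.0286), 0.24 at 24 h (exact p = 0.0286) and 0.18 at 72 h (exact p = 0.0286). In the myeloid progenitor-like class, it moved by 0.19 (exact p = 0.0286), 0.13 (exact p = 0.0286) and 0.09 (exact p = 0.0857). In the whole compartment, 2 of the 16 genes were called higher at 3 h, 1 at 24 h and none at 72 h, adjusted over all tested genes or over the list alone. From the curves of glycolytic and OXPHOS genes, the paper proposes that an initial rise of glycolytic genes and a sustained rise of OXPHOS genes go together.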

In contrast to the heterogeneity in dynamics observed globally, HSC-enriched groups (groups 5, 12, and 14) are mainly enriched with gene patterns that increase very early after treatment and quickly return to homeostatic levels (patterns 6, 7, and 9). 

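In the HSC-like class, Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481) rose from 29.3 ± 7.24 CPM (SD, n = 4 mice) to 619.7 ± 60.5 at 3 h, 138 ± 16.5 at 24 h and 19.7 ± 8.20 at 72 h (SD, n = 4 each). The log2 fold change was 4.31 (standard error 0.137, adjusted p = 4.97e-27) at 3 h and -0.73 (standard error 0.221, adjusted p = 0.0534) at 72 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irf9 (ENSMUSG00000002325, chromosome 14 from 55603571 to 55610030) had a log2 fold change of 1.00 (standard error 0.137, adjusted p = 2.2e-07) at 3 h and -0.47 at 72 h from the same test, and with library size alone its value at 3 h was 0.79. Ifit2 (ENSMUSG00000045932, chromosome 19 from 34550694 to 34576419) rose from 6.19 ± 4.64 CPM (SD, n = 4 mice) to 269.8 ± 27.1 at 3 h (SD, n = 4), a log2 fold change of 5.05 (standard error 0.180, adjusted p = 2.6e-25) from the same test, and was at 0.64 at 24 h and 0.00 at 72 h. For these genes, all 4 mice lay above every control mouse at 3 h. Myeloid progenitor-like cells had log2 fold changes at 3 h of 7.13 for Irf7, 1.58 for Irf9 and 2.78 for Ifit2.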

Examples of such genes are *Irf7* and *Irf9* in group 5 (Fig 4E) or *Ifit2* and *Sca-1* in groups 12 and 14 (Fig 4F and G). Thus, most of the HSC-enriched groups follow rapid sensing, responding, and recovery dynamics, with most of the gene changes preceding the peak in proliferation response in these cells. In addition, most of the HSC-enriched dynamic changes are within gene groups linked to IFN and immune response, again highlighting the specific, fast HSC-specific immune response.

In contrast to HSC-specific groups, committed progenitor-specific groups (8, 9, 10, and 11) were strongly enriched in genes that exhibited persistent down-regulation (patterns 10, 11, 12, and 14). 

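Of the genes called at 3 h in a class, those still called in the same direction at 72 h were 60 of 419 (14.3%) in the myeloid progenitor-like, 45 of 402 (11.2%) in the erythroid progenitor-like, 46 of 447 (10.3%) in the LMPP-like, 34 of 340 (10.0%) in the MK progenitor-like and 37 of 517 (7.16%) in the HSC-like class. Because the controls are shared, all mice were also simulated, controls included, with the 72 h means set to those of control. At most 2 genes of a class remained called in 10 simulations. The simulations did not keep the deviations of the real control mice. They also called more genes at 3 h than the data in every class, with a mean of 755.7 against 517 in the HSC-like class. Among genes lower at 3 h, 12 of 84 (14.3%) were still lower at 72 h in the myeloid progenitor-like, 8 of 59 (13.6%) in the erythroid progenitor-like and 9 of 114 (7.89%) in the HSC-like class. Among genes higher at 3 h, 48 of 335 (14.3%) and 28 of 403 (6.95%) stayed higher in the myeloid progenitor-like and HSC-like class. Without a fold change threshold at 72 h, the counts were 161, 100, 117, 79 and 79 in the order of the classes above. A difference between classes in these shares was not tested.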

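Within the myeloid progenitor-like class, Csf1r went from 31.4 ± 7.91 CPM (SD, n = 4 mice) to 20.2 ± 4.50 at 3 h, 23.3 ± 2.00 at 24 h and 33.5 ± 4.36 at 72 h (SD, n = 4 each). Its log2 fold change was -0.52 (standard error 0.160, adjusted p = 0.0151), -0.29 (standard error 0.115, adjusted p = 0.0919) and 0.25 (standard error 0.123, adjusted p = 0.184) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Irf8, the class went from 204 ± 36.8 CPM (SD, n = 4 mice) to 126 ± 17.9, 164 ± 10.3 and 189.5 ± 22.2 (SD, n = 4 each). The log2 fold change of Irf8 was -0.62 (standard error 0.0930, adjusted p = 4.25e-06), -0.22 (standard error 0.0740, adjusted p = 0.0454) and -0.02 (standard error 0.0790, adjusted p = 0.926) from the same test. At 72 h, 0 of 4 mice lay below every control mouse for Csf1r and 1 of 4 for Irf8. These values include the makeup of the class, in which cluster 4, led in part by both genes, went from 36.2% of the cells in control to 52.7% at 72 h. Within clusters 3 and 4, Irf8 at 72 h was at -0.37 and -0.28 (adjusted p = 0.0322 and 0.0590, same test), with all 4 mice below every control mouse in each, and Csf1r at 0.07 and -0.01 (adjusted p = 0.90 and 0.990, same test). In cluster 7, Irf8 was at -2.25 (adjusted p = 0.132, same test).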

In the myeloid progenitor-specific groups 8 and 10, many of these genes were associated with myeloid cell differentiation and functional programs, e.g., Csf1r; Irf8 (Fig 4H and I), suggesting reduced myeloid differentiation in the myeloid progenitor clusters.

In summary, response pseudotime has shed light on the heterogeneity in gene dynamics in the HSPC compartment during the induction of inflammation. Whereas global groups encompass diversity in gene patterns, cluster-enriched gene groups show far less variation and more specificity, with HSCs being the fast responders and recovers, whereas committed myeloid progenitors showing sustained down-regulation of genes.

### Single-cell abundance analysis shows myeloid depletion and HSC enrichment after IFNα treatment

To investigate whether reduced transcriptional programs for myeloid differentiation and function upon IFN⍺ treatment also impacted the size of the progenitor compartment, we performed a differential abundance analysis on the level of clusters and neighborhoods of cells. We applied the Milo algorithm (Dann et al, 2022) which models cellular states as overlapping neighborhoods on a KNN graph rather than relying on clustering cells into discrete groups (see the Materials and Methods section). At a false discovery rate of 10%, we could observe multiple neighborhoods that were differentially abundant (Fig 5A). 

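The Milo procedure was rewritten with edgeR's quasi-likelihood test on the number of cells per mouse in each neighborhood, with 30 neighbors, 30 dimensions and a spatially weighted adjustment at 0.1. It called 106 of 294 neighborhoods at 3 h (46 higher and 60 lower), 60 of 433 at 24 h (26 and 34) and 89 of 352 at 72 h (42 and 47). In monocyte-like cluster 13, 1 neighborhood was tested at 3 h and 1 at 24 h, and the latter was called lower. Other equal splits of the 8 mice gave at most 67, 35 and 51 calls. With 50 neighbors the counts were 115, 69 and 113, and at a false discovery rate of 0.05 they were 83, 48 and 64. Without mouse 2 of 24 h, 32 neighborhoods were called at 24 h, and without control mouse 3, 59 at 72 h.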

Neighborhoods received a cell-type label based on the most predominant cluster in the neighborhood. Even though most progenitor-enriched clusters showed a reduction at 3 h, most returned to normal by 24 or 72 h, except for the most differentiated myeloid progenitors (Myel. prog. #2 and Myel. prog. #3), which were significantly reduced, even at 72 h posttreatment (Figs 5B and S6). 

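Per mouse, the myeloid progenitor-like class made up 29.0 ± 1.60% of the kept cells in control, 16.0 ± 3.10% at 3 h, 19.9 ± 2.22% at 24 h and 15.6 ± 2.11% at 72 h (SD, n = 4 mice each). At each time point, all 4 mice lay below every control mouse (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0612 over the class comparisons). Cluster 7, led by S100a8 and S100a9, fell from 7.52 ± 1.15% to 1.15 ± 0.644%, 1.81 ± 0.343% and 1.46 ± 0.559%, and cluster 3, led by Mpo and Elane, from 11.3 ± 0.586% to 5.38 ± 2.09%, 7.30 ± 1.51% and 5.88 ± 1.76% (exact p = 0.0286 each, all 4 mice lower). Cluster 4, led by Ms4a6c, Irf8 and Csf1r, went from 10.2 ± 1.43% to 9.47 ± 1.52%, 10.8 ± 1.50% and 8.25 ± 1.42% (exact p = 0.543, 0.60 and 0.0857). No cluster or class passed the adjusted threshold with the permutation test, whose smallest adjusted p was 0.0791 over clusters. The edgeR quasi-likelihood test on cell numbers, the alternative with the largest effect, gave log2 fold changes at 72 h of -2.37 for cluster 7 (adjusted p = 8.06e-15), -0.91 for cluster 3 (adjusted p = 3.92e-06) and -0.37 for cluster 4 (adjusted p = 0.0421). Since these clusters are defined in part by genes that changed, clustering and transfer were also run without the changed genes, an alternative chosen after the values were seen. There, the cluster led by S100a8 fell from 7.65% to 1.54%, 2.27% and 1.64%, the one led by Mpo and Elane from 10.8% to 4.91%, 6.80% and 5.24%, and the one led by Ms4a6c and Irf8 was at 16.7%, 16.5%, 20.1% and 15.4%. In the rewritten Milo procedure, all 11, 13 and 14 neighborhoods of cluster 7 were lower at 3, 24 and 72 h. For cluster 3, 18 of 25, 6 of 36 and 13 of 32 were lower, and for cluster 4, 6 of 28, 4 of 41 and 8 of 29 were lower and 3, 3 and 0 higher.

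**Figure D3:**
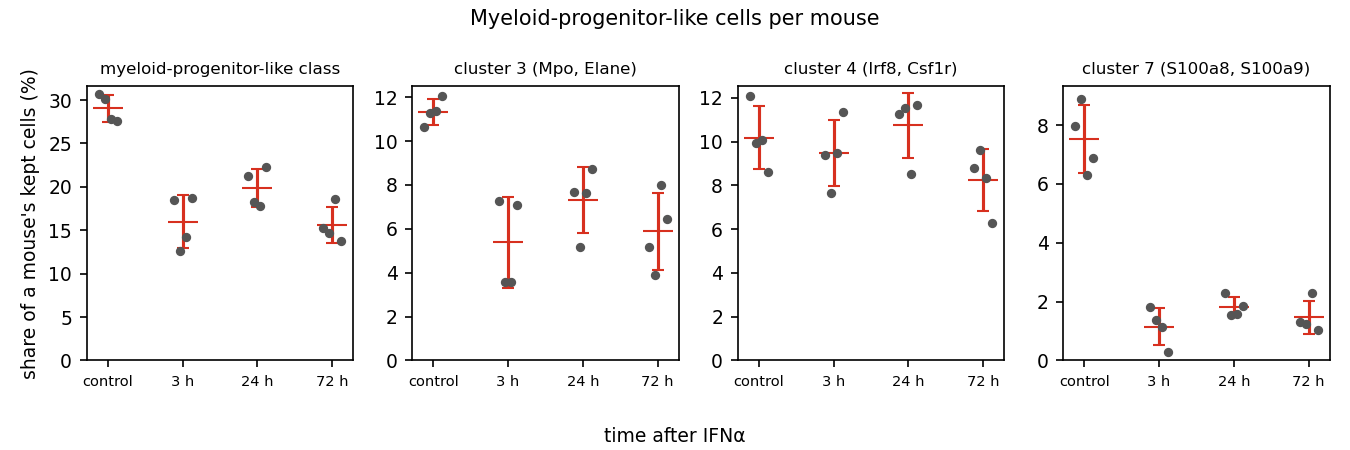
Share of kept cells (percent) per mouse in the myeloid progenitor-like class and its clusters 3, 4 and 7 by time point, with points for mice and red marks for their mean ± SD (n = 4). Cluster 7 falls from 7.52% in control to 1.15% at 3 h and stays at 1.46% at 72 h, while cluster 4 is at 10.2% in control and 8.25% at 72 h.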

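The HSC-like class made up 15.3 ± 3.14% of the kept cells in control, 24.3 ± 3.81% at 3 h, 18.9 ± 1.62% at 24 h and 22.9 ± 1.69% at 72 h (SD, n = 4 mice each; two-sided exact permutation p = 0.0286, 0.0571 and 0.0286). Cluster 11 went from 5.64 ± 1.32% to 10.1 ± 2.19% at 3 h (exact permutation p = 0.0286) and 8.35 ± 1.17% at 72 h (exact permutation p = 0.0286), and cluster 5 from 9.70 ± 1.88% to 14.2 ± 1.74% (exact permutation p = 0.0571) and 14.6 ± 1.78% (exact permutation p = 0.0286). Adjusted over the class or cluster comparisons, none of these passed, while edgeR's quasi-likelihood test on cell numbers with Benjamini-Hochberg adjustment gave log2 fold changes at 3 h of 0.96 for cluster 11 (adjusted p = 0.000156) and 0.67 for cluster 5 (adjusted p = 0.000291). In the clustering without changed genes, the HSC-like class went from 18.0% to 30.8%, 21.4% and 27.6%. Of the neighborhoods of cluster 5, 13 of 46 were higher and 2 lower at 3 h, 7 of 57 were higher at 24 h and 22 of 53 at 72 h. Of those of cluster 11, 4 of 20 were higher at 3 h, 2 of 30 higher and 1 lower at 24 h, and 2 of 23 higher at 72 h.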

The abundance of HSCs increased in HSCs #2 posttreatment, most significantly at 3 h (Figs 5B and S6). This can be explained by our strategy of FACS enrichment of rare cell types (the Materials and Methods section) and the fact that the total number of cells captured at the 3-h time point was smaller (the Materials and Methods section) compared with the other time points, giving the enriched HSC population a higher abundance in the 3-h sample. Our abundance analysis in the HSPC compartment also showed that acute IFN⍺ treatment resulted in a sustained significant reduction in the most committed myeloid progenitors over the whole time course of the response. This is in contrast to the current notion in the field claiming that the decreased frequency of LS^−^K (comprising myeloid, erythroid, and megakaryocytic progenitors) and concurrent increase in LSKs (comprising HSCs and LMPPs) upon IFNα stimulation (Fig 1B–E) is mainly the result of contaminating myeloid progenitors that have reacquired *Sca-1* expression (and would fall into the LSK gate) (Pietras et al, 2014; Kanayama et al, 2020). However, when analyzing *Sca-1* gene expression in our dataset, the absolute gene expression of *Sca-1* in the myeloid progenitors never exceeds the gene expression levels of the HSCs, even though there is a relative change in each of the clusters (Fig 5C and D). Thus, this unbiased (i.e., transfer of cell type labels from the control, based on the expression of several genes) investigation of the different clusters and their abundances identifies a true change in myeloid population size and not a shift in populations because of marker change in response to inflammation.

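As the sort added HSCs, the share of myeloid progenitor-like cells was also taken among cells outside the HSC-like clusters. It changed by -13.3 percentage points at 3 h, -9.85 at 24 h and -14.1 at 72 h from 34.3% in control (two-sided exact permutation test, p = 0.0286 each, adjusted p = 0.0490, all 4 mice lower each time). Erythroid progenitor-like cells made up 8.71% of all kept cells in control and 6.98%, 8.74% and 7.84% after treatment. Of their 2 clusters, cluster 12 was lower by edgeR's quasi-likelihood test on cell numbers with Benjamini-Hochberg adjustment, with log2 fold changes of -1.26, -0.80 and -0.61 (adjusted p = 0.0151, 0.0139 and 0.0368). By this test, the falls were not confined to myeloid clusters. No cluster passed the adjusted threshold with the permutation test. In cluster 12, mouse 3 of 24 h (3.03%) and mouse 2 of 72 h (3.27%) lay above control mouse 2 (2.88%). From the falls at all 3 time points, the paper concludes that acute IFNα treatment resulted in a sustained reduction of the most committed myeloid progenitors.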

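In control, Ly6a was at 212 ± 36.6 CPM in the HSC-like class and 2.37 ± 1.65 in the myeloid progenitor-like class (SD, n = 4 mice each). At 3 h, HSC-like cells reached 1061 ± 70.8 CPM and myeloid progenitor-like cells 24.1 ± 6.83, and at 24 h 474 ± 24.2 and 26.4 ± 2.91 (SD, n = 4 each). The level in myeloid progenitor-like cells at both time points lay below that of control HSC-like cells. The log2 fold change in myeloid progenitor-like cells was 2.97 (standard error 0.215, adjusted p = 6.39e-13) at 3 h and 3.09 (standard error 0.168, adjusted p = 2.17e-15) at 24 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 4 mice above every control mouse. In HSC-like cells, it was 2.32 and 1.16. RNA from other cells in the droplets can add to a low level such as the one in myeloid progenitor-like cells, and this share was not measured. From these levels and the transferred labels, the paper concludes that the number of myeloid progenitors changed and not only a marker.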

**Figure 5.**
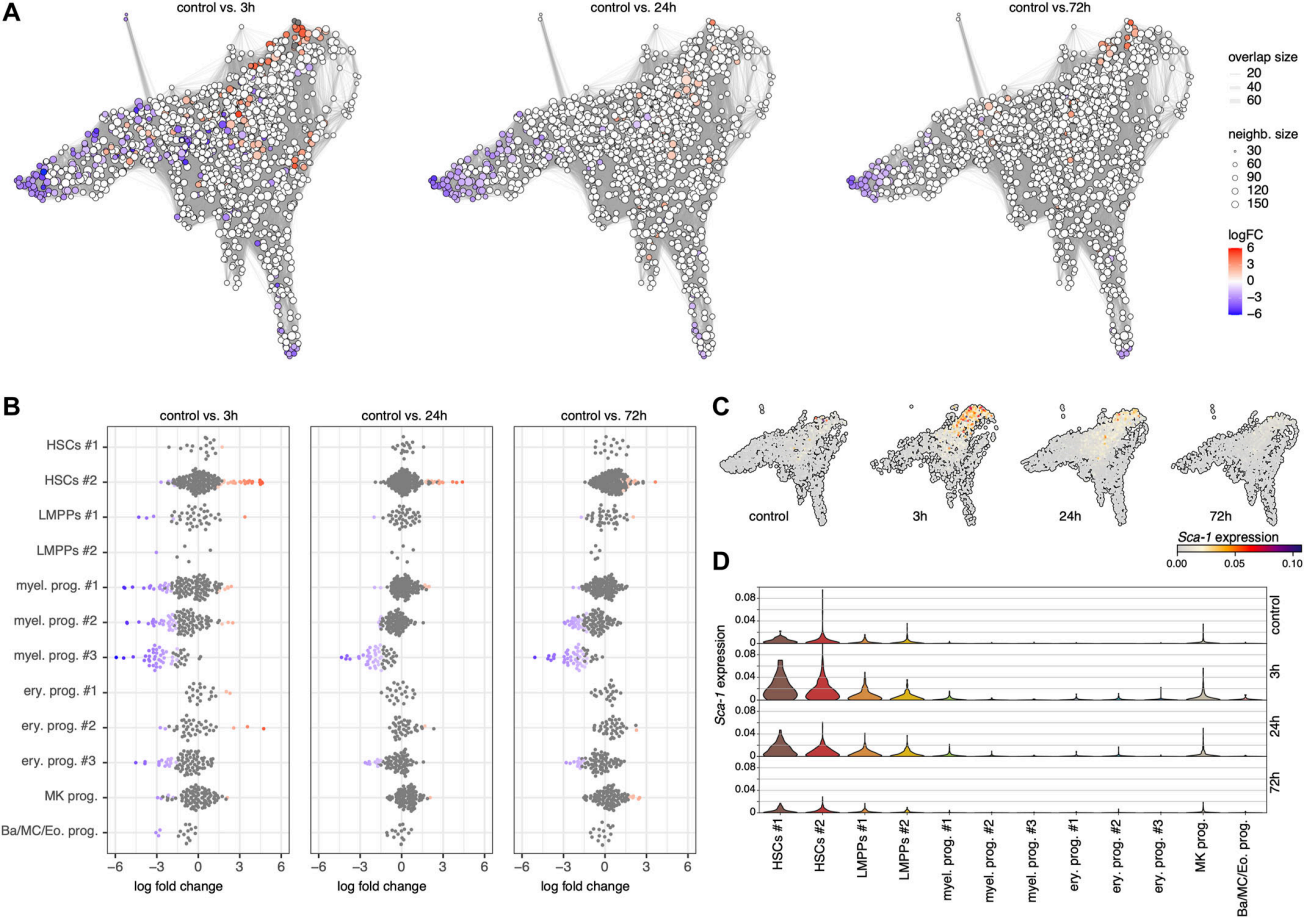
Abundance analysis reveals a sustained reduction in myeloid progenitors after IFN⍺ treatment. **(A)** Neighborhood graphs with the results from Milo differential abundance testing between the control dataset and post IFNα treatment subsets (3, 24, and 72 h). Nodes represent neighborhoods, coloured by their log fold change (red: more abundant, blue: less abundant, white: non-differentially abundant). Graph edges represent the number of cells shared between two neighborhoods. **(B)** Beeswarm plot of the distribution of log fold changes in each cluster. Neighborhoods are assigned to clusters based on the most commonly found cluster label in the neighborhood. **(C, D)** UMAP embeddings (C) and violin plot (D) of *Sca-1* expression in the control, 3, 24, and 72 h timepoints.

**Figure S6.**
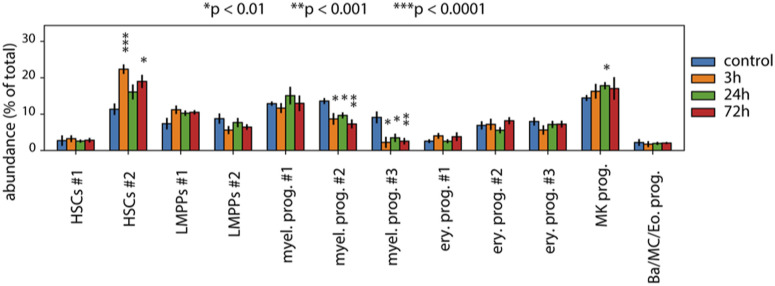
Relative abundance decreases in myeloid progenitors. Relative abundance of clusters in each time point. Statistical significance was determined by a two-sided *t* test between the relative abundance of a cluster in control and each treatment time point.

### Myeloid depletion coincides with changes in transcriptional programs

The reduction in the abundance of the myeloid progenitors could be caused by an increased egress of these cells from the bone marrow, a loss of these cells because of cell death, or a reduction in differentiation towards myeloid progenitors. Myeloid progenitors were not observed in the blood at any time point after IFNα treatment (Fig S7A). However, the number of myeloid progenitors in the spleen decreased at 24 h (Fig S7A), in line with the reduction observed in the bone marrow (Fig 5A and B). This suggests that the reduced abundance of the myeloid progenitors in the bone marrow is not because of increased egress into the blood or spleen. To investigate whether reduced levels of myeloid progenitors in the bone marrow were the result of increased cell death, gene patterns of pro-survival genes (*Bcl2*, *Birc2*, and *Birc5*) were analyzed and found to be decreased after IFNα treatment (Fig 6A). Yet, in *Bax*^*−/−*^*Bak*^*−/−*^ double-knockout mice, in which cells are unable to undergo apoptosis because of the loss of the pro-apoptotic proteins *Bax* and *Bak*, a similar reduction of myeloid progenitors was observed in the bone marrow as in wild-type mice (Fig 6B), indicating that apoptosis was not the reason for the reduction in myeloid progenitors. This does not exclude the involvement of other forms of cell death, like necroptosis and pyroptosis. 

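Birc5 (ENSMUSG00000017716, chromosome 11 from 117849251 to 117855743) fell in the whole compartment from 179 ± 13.0 CPM (SD, n = 4 mice) to 109.9 ± 3.33 at 3 h and 103 ± 6.91 at 72 h (SD, n = 4 each), a log2 fold change of -0.68 (standard error 0.0520, adjusted p = 3.42e-10) and -0.77 (standard error 0.0500, adjusted p = 7.52e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 4 mice below every control mouse. Bcl2 (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) was at 72.9 ± 7.65 CPM (SD, n = 4 mice) in control and had a log2 fold change of -0.21 (standard error 0.0790, adjusted p = 0.0403) at 3 h and 0.15 (standard error 0.0720, adjusted p = 0.103) at 72 h from the same test. Birc2 (ENSMUSG00000057367, chromosome 9 from 7818227 to 7837064) was at 39 ± 5.70 CPM (SD, n = 4 mice) and moved by -0.04 (standard error 0.0780, adjusted p = 0.790) at 3 h from the same test. In the myeloid progenitor-like class, the log2 fold change at 3 h was -0.52 (standard error 0.10, adjusted p = 0.000145) for Birc5, -0.19 (standard error 0.110, adjusted p = 0.222) for Bcl2 and -0.54 (standard error 0.167, adjusted p = 0.0167) for Birc2 from the same test. At 72 h, Birc5 was at -0.65, Bcl2 at 0.30 and Birc2 at -0.17 in this class. None of the 3 genes passed the fold change threshold there or in the whole compartment. In the LMPP-like class at 3 h, Birc5 was just past it, at -1.02 (standard error 0.114, adjusted p = 1.17e-08), and Bcl2 was at -0.56 (standard error 0.105, adjusted p = 0.000110), same test.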

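Lists of 19 necroptosis and 17 pyroptosis genes, 16 of the latter with a count (14 in the erythroid progenitor-like class), were scored per mouse. At 3 h, the necroptosis score rose by 0.57 in HSC-like, 0.47 in LMPP-like, 0.28 in myeloid, 0.70 in erythroid and 0.48 in MK progenitor-like cells, with all 4 mice above every control mouse in each (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0686). The pyroptosis score rose by 0.48, 0.63, 0.16, 0.73 and 0.49 in the same order, with an exact permutation p of 0.0857 in the myeloid progenitor-like class and 0.0286 in the others. Casp1 (ENSMUSG00000025888, chromosome 9 from 5298517 to 5307265) rose in myeloid progenitor-like cells from 44.9 ± 5.89 CPM (SD, n = 4 mice) to 71.3 ± 9.54 at 3 h (SD, n = 4), a log2 fold change of 0.58 (standard error 0.0850, adjusted p = 2.62e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HSC-like cells, it rose by 1.56 (standard error 0.181, adjusted p = 3.98e-09) from the same test. Casp4 (ENSMUSG00000033538, chromosome 9 from 5308828 to 5336783) rose in myeloid progenitor-like cells by 1.93 (standard error 0.145, adjusted p = 1.76e-12) and in HSC-like cells by 2.15 (standard error 0.186, adjusted p = 1.43e-12), same test. Its rise was 2.19 in LMPP-like, 3.45 in erythroid and 1.40 in MK progenitor-like cells. Among necroptosis genes, Mlkl (ENSMUSG00000012519, chromosome 8 from 111311797 to 111338177) rose by 2.01 in HSC-like and 0.59 in myeloid progenitor-like cells, and Ripk3 (ENSMUSG00000022221, chromosome 14 from 55784995 to 55788865) moved by -0.14 in the latter (adjusted p = 0.367, same test). By the calls in the whole compartment, 3 of 19 tested necroptosis genes were called higher at 3 h, and of 15 pyroptosis genes 2 higher and 1 lower, adjusted over all genes or over the list alone.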

Expression of necroptosis-related genes (Fig 6C) was not significantly altered in any of the cell types; however, expression of some pyroptosis-related genes (Fig 6D) such as *Casp1* and *Casp4* (Figs 6E and S7B–D), was increased in the myeloid progenitor subpopulations. Together, these data suggest an early increase in pyroptosis rate in the myeloid progenitors compared with the other cell types in response to the treatment, possibly resulting in a reduced abundance of these cells.

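The difference between classes was tested within mice, as the HSC-like score minus the myeloid progenitor-like score, by a two-sided exact permutation test of 4 mice at 3 h against 4 control mice. For pyroptosis, it moved from 0.35 ± 0.12 to 0.66 ± 0.17 (SD), so that the score rose more in HSC-like cells (exact p = 0.0286). For necroptosis, it moved from 0.49 ± 0.16 to 0.78 ± 0.11 (exact p = 0.0286), in the same direction. Adjusted over the 12 differences tested, the smallest p was 0.114. A changed makeup of the myeloid progenitor-like class was not tested for necroptosis and pyroptosis. Cluster 7 went from 26.1% of the cells of that class in control to 7.31% at 3 h. From the expression of pyroptosis genes, the paper proposes an early rise of pyroptosis in myeloid progenitors compared with the other cell types.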

**Figure S7.**
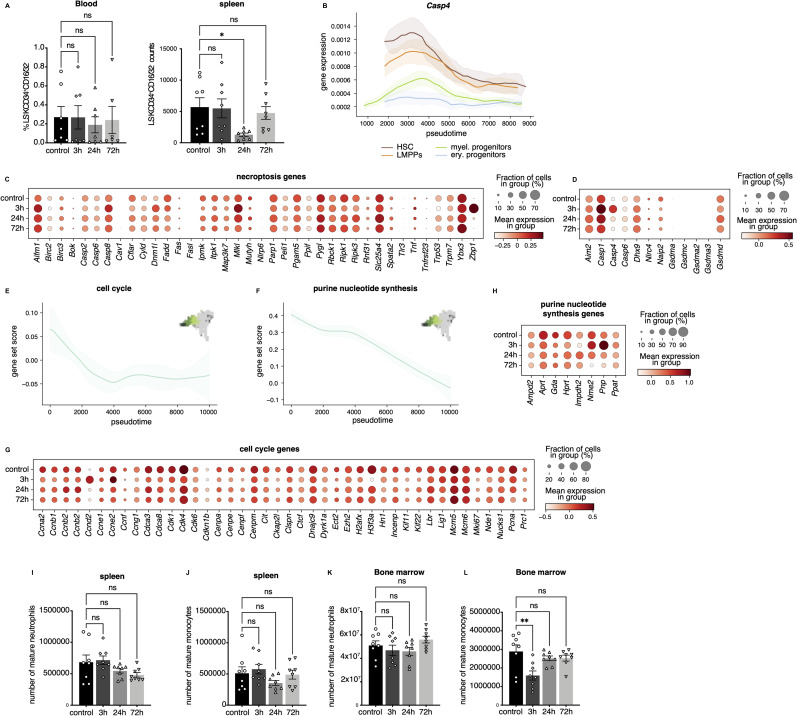
Reduction of myeloid progenitor functional properties after IFN⍺ treatment. **(A)** Flow cytometry analysis of of myeloid progenitors (Lin^−^ Sca-1^−^ cKit^+^ CD34^+^ CD16/32^+^) in WT mice at 3, 24, and 72 h after IFN⍺ or control (PBS) treatment in blood (left; frequency) and spleen (right; counts), respectively. n = 8 biological replicates. **(B)** Pseudotemporal expression of pyroptosis genes *Casp4* in pooled HSCs, LMPPs, myeloid and erythroid progenitors. **(C, D)** Expression of necroptosis (C) and pyroptosis (D) associated genes in myeloid progenitors in the four experimental subsets. **(E, F)** Score of cell cycle (E) and purine nucleotide synthesis (F) genes in the pooled myeloid progenitor clusters plotted in pseudotime. **(G, H)** Expression of cell cycle (G) and purine nucleotide synthesis (H) associated genes in myeloid progenitors in the four experimental subsets. **(I, J)** Flow cytometry analysis of counts of neutrophils (B220^−^ CD4^−^ CD8^−^ Ly6G^+^ CD11b^+^) (I) and monocytes (B220^−^ CD4^−^ CD8^−^ Ly6G^−^ CD11b^+^ CD11c^−^ F4/80^−^) (J) in spleen. **(K, L)** Flow cytometric analysis of counts of neutrophils (B220^−^ CD4^−^ CD8^−^ Ly6G^+^ CD11b^+^) (K) and monocytes (B220^−^ CD4^−^ CD8^−^ Ly6G^−^ CD11b^+^ CD11c^−^ F4/80^−^) (L) in bone marrow. Statistical significance in (A, I, J, K, L) was determined by an ordinary one-way ANOVA using Holm–Šídák’s multiple comparisons test and at least two independent experiments were performed; *P ≤ 0.05, ***P ≤ 0.001, ****P < 0.0001.

**Figure 6.**
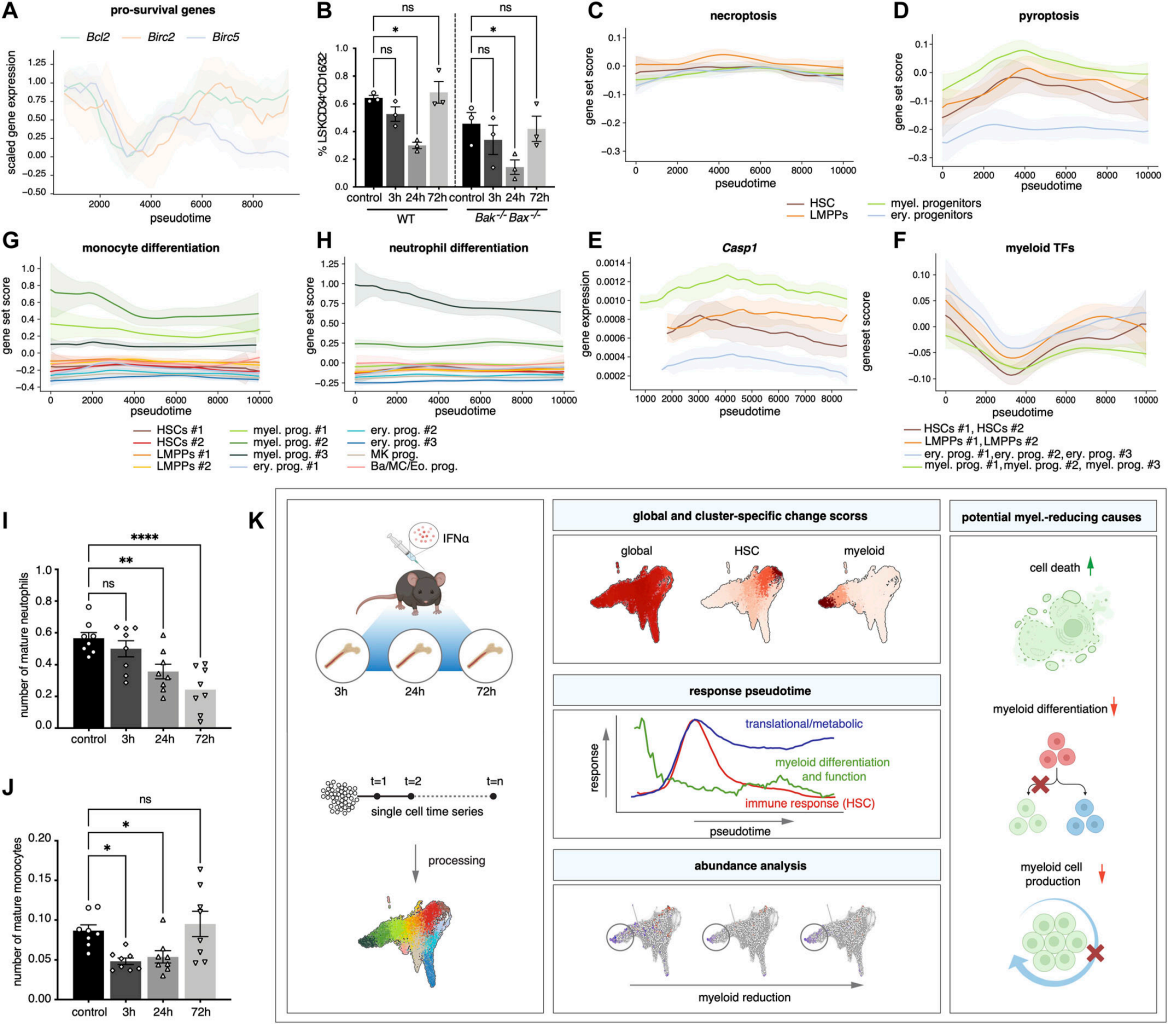
Reduced myeloid differentiation bias and increased cell death signature partially explain myeloid population’s reduction upon inflammation. **(A)** Pseudotemporal expression of pro-survival genes (*Bcl2*, *Birc2*, *Birc5*). **(B)** Flow cytometric analysis of BM frequency of myeloid progenitors (Lin^−^ Sca-1^−^ cKit^+^ CD34^+^ CD16/32^+^) after IFN⍺ treatment in WT and *Bax*^*−/−*^*Bak*^*−/−*^ double knockout mice at 3, 24, and 72 h after IFN⍺ or control (PBS) treatment. n = 3 biological replicates. **(C, D)** Score of necroptosis gene signature (C) and pyroptosis gene signature (D) in pooled HSCs, LMPPs, myeloid and erythroid progenitors plotted in pseudotime. **(E)** Pseudotemporal expression of pyroptosis genes *Casp1* in pooled HSCs, LMPPs, myeloid and erythroid progenitors. **(F)** Score of (murine) myeloid transcription factors in pooled HSCs, LMPPs, myeloid and erythroid progenitors plotted in pseudotime. **(G, H)** Score of monocyte (G) and neutrophil (H) differentiation genes in all clusters plotted in pseudotime. **(I, J)** Flow cytometric analysis of blood neutrophils (B220^−^ CD4^−^ CD8^−^ Ly6G^+^ CD11b^+^) (I) and monocytes (B220^−^ CD4^−^ CD8^−^ Ly6G^−^ CD11b^+^ CD11c^−^ F4/80^−^) (J) normalized to the whole blood leukocyte count as measured by hemavet at 3, 24, and 72 h injection of IFNα or control (PBS) treatment in WT mice. n = 8 biological replicates. **(K)** Graphical abstract of the article. **(I, J)** Statistical significance in (I, J) was determined by an ordinary one-way ANOVA using Holm–Šídák’s multiple comparisons test and at least two independent experiments were performed; *P ≤ 0.05,**P ≤ 0.01, ***P ≤ 0.001, ****P < 0.0001. Data represent mean ± SEM.

To investigate whether insufficient production of new cells might also play a role in the sustained reduction in myeloid progenitors, the expression of genes involved in myeloid lineage priming was analyzed. By calculating a gene score for known myeloid transcription factors that have been reported to impact both stem and progenitor cells, a global down-regulation in the myeloid program (including priming in HSCs and the more differentiated LMPPs) was present in the early stages of the IFNα response (Fig 6F). In addition, a reduction in cell cycle and purine nucleotide synthesis genes was observed in myeloid progenitors, suggesting that both myeloid differentiation in HSCs and LMPPs and cell production in myeloid progenitors, could be affected (Fig S7E–H).

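A list of 15 myeloid transcription factors, 14 of them with a count, was scored per mouse. In the myeloid progenitor-like class, the score fell from 5.49 ± 0.04 to 5.05 ± 0.06 at 3 h, 5.16 ± 0.07 at 24 h and 5.15 ± 0.08 at 72 h (SD, n = 4 mice each; two-sided exact permutation test, p = 0.0286 each, adjusted p = 0.0686, all 4 mice below every control mouse). In the HSC-like class, it moved by 0.16 at 3 h (exact p = 0.571) and 0.16 at 24 h (exact p = 0.486), from 4.18 ± 0.36 in control. In the LMPP-like class, it moved by -0.06 at 3 h (exact p = 0.571). The change in HSC-like minus that in myeloid progenitor-like cells, within mice, was 0.60 at 3 h (exact p = 0.0571), 0.49 at 24 h (exact p = 0.0286) and 0.43 at 72 h (exact p = 0.0571). The paper concludes from its score that the myeloid program was globally down-regulated early in the response, priming in HSCs and LMPPs included.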

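The score of 52 listed G2/M genes fell in myeloid progenitor-like cells by 0.51 at 3 h, 0.38 at 24 h and 0.43 at 72 h on the log2 scale (two-sided exact permutation test, p = 0.0286 each, adjusted p = 0.0686, n = 4 mice each, all below every control mouse). It fell in LMPP-like cells by 0.64 at 3 h (exact p = 0.0286). The score of 37 listed S phase genes moved in myeloid progenitor-like cells by 0.04, -0.06 and -0.08 (exact p = 0.714, 0.457 and 0.371). The score of 18 purine synthesis genes moved there by 0.10 at 3 h (exact p = 0.171), 0.01 at 24 h (exact p = 0.943) and -0.11 at 72 h (exact p = 0.143). From the reduced cell cycle and purine synthesis genes, the paper proposes that cell production in myeloid progenitors could be affected.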

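A list of 15 monocyte differentiation genes and a list of 16 neutrophil differentiation genes were scored per mouse and cluster. In cluster 4, which was led by monocyte-associated genes such as Csf1r and F13a1, the monocyte score moved by -0.51 at 3 h (two-sided exact permutation test, n = 4 mice each, p = 0.0286), -0.28 at 24 h (exact p = 0.143) and -0.20 at 72 h (exact p = 0.20). In cluster 3, it moved by -0.75 at 3 h (exact p = 0.0286) and -0.38 at 72 h (exact p = 0.0571). The neutrophil score moved within clusters by -0.03 (cluster 3), 0.12 (cluster 4) and 0.07 (cluster 7, 3 treated mice) at 3 h, and by -0.11, 0.05 and 0.00 at 72 h. Among all kept cells together, 4 of 14 tested monocyte genes and 6 of 13 neutrophil genes were called lower at 3 h and 1 monocyte gene higher, with either adjustment. At 24 h, 2 monocyte and 3 neutrophil genes were called lower, and at 72 h 3 and 8, with none higher at either. Over the whole myeloid progenitor-like class, which lost cells of cluster 7, the neutrophil score moved by -0.56 at 3 h and -0.47 at 72 h (exact p = 0.114 and 0.143).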

Along with the reduction in myeloid differentiation related genes, neutrophil, and monocyte transcriptional signatures were also down-regulated in myeloid progenitors over the pseudotime axis (neutrophil: myel. prog. #1; monocyte: myel. prog. #3) (Fig 6G and H), suggesting continuously reduced differentiation of myeloid progenitors to mature myeloid cells. This was confirmed by a gradual decrease in the number of neutrophils in the blood over time (Fig 6I). The number of monocytes in the blood also decreased in response to treatment, but already recovered at 72 h (Fig 6J). Similar trends were observed in bone marrow and spleen; however, no significant changes were detected (Fig S7I–L). Taken together, these in vivo cell analyses and gene expression data indicate an increase in pyroptosis signature combined with reduced myeloid differentiation both at the stem cell level, and in committed progenitors, accompanied with a reduction in the cell production machinery in progenitors, resulting in reduced myeloid progenitors in the bone marrow, and lower levels of mature myeloid cells in the blood (Fig 6K).

## Discussion

Analysis of single-cell RNA-seq time series is nontrivial because of its high complexity, regarding the inclusion of multiple cell types, a high number of genes, and the extra dimension of (pseudo-) time. However, these types of experiments allow for marker-independent, unbiased analysis of dynamic responses of heterogeneous cell populations, such as the response of the HSPC compartment to inflammatory stress. To overcome the challenges of analyzing such datasets, we designed a computational pipeline that bundles application of our novel approaches and established computational tools (e.g., Scanorama, DEseq 2, Milo) for processing and analyzing single-cell RNA-seq time series. Our pipeline labels clusters based on the expression of multiple (n = 3,326) genes after correcting for treatment effects (Fig 6K), thus avoiding relabeling of the cells undergoing inflammation as separate populations. This will ensure the study of the same cell type over time. Hence, cell-type identity is reliably retrieved, even though the conventional marker genes might be subject to changes, as is the case during inflammation.

Furthermore, we designed measures that make the temporal dynamics more comprehensible and provide a (visual) entry point into all the information in the data. Unsupervised methods that are merely based on cell-to-cell proximities are unable to capture the pseudotemporal order of the cells in our data, where the cell states after relaxation become more similar (but not completely indistinguishable) to the cell states before treatment. Therefore, we implemented a semi-supervised method, that is, using the experimental time label information, for inference of response pseudotime. Using a minimal linear regression model, our response pseudotime reconstruction enabled capturing the fine-grained expression changes and dynamical patterns beyond the four discrete experimental time points (Fig 6K). Recently, alternative semi-supervised methods such as psupertime (Macnair et al, 2022) or approaches suitable for temporal patterns that a linear matrix transformations cannot capture (e.g., periodic dynamics or other cases of complete indistinguishability of expression between two time points) are being investigated. Overall, our methods and pipeline can be used by researchers studying a posttreatment (response) process using a single-cell time series.

Although many studies have investigated the role of inflammation on HSC function, changes in marker expression on these cells have made it challenging to examine the impact of inflammation on the heterogeneity and molecular changes over time in the HSPC compartment. Our unbiased cell type annotation approach and response pseudotime analysis allowed us to highlight the dynamic nature of HSPCs’ response to IFNα with global and cell-type–specific distinct molecular patterns of gene expression and biological processes (Fig 6K). Whereas global gene expression groups and patterns were heterogeneous in dynamics and linked to diverse processes such as metabolism, translation, and inflammation, HSC-specific gene groups and patterns followed rapid sensing, response, and recovery and were enriched for distinct inflammation-related genes, suggesting global and stem cell-specific responses to inflammation. Our response pseudotime analysis shows that most gene expression patterns reach a steady-state plateau within 72 h (Fig 3C), implying that we are capturing most dynamical expression changes of the system upon IFN-α treatment. However, the few patterns that do not reach such a plateau (pattern 5, 8, and 12) indicate that there are ongoing dynamical changes which extend beyond the time frame studied here and potential development of further cascades of molecular changes. Moreover, many gene patterns (patterns 1, 2, 3, 11, 12, etc.) reached a plateau which is higher or lower than their before-treatment value. This indicates irreversible changes that leave a mark in the activated cells (Bogeska et al, 2022). Thus, our data show that a single inflammation cytokine treatment may already include irreversible components, something that needs further investigation by extending the time series analysis to later time points up to 1 wk or even longer.

Emergency myelopoiesis, that is, increased production of myeloid cells, has been described in response to many pro-inflammatory cytokines and infections (Manz & Boettcher, 2014). However, thus far, we have not been able to identify any impact on myeloid production or differentiation upon IFNα treatment because of extensive changes in stem cell-specific marker expression upon inflammation (Demerdash et al, 2021). Others claimed that decreased frequency of myeloid progenitors and the simultaneous increase in LSKs upon in vitro treatment of HSPCs with IFNα was mainly the result of myeloid progenitors reacquiring Sca-1 expression (Pietras et al, 2014; Kanayama et al, 2020). With our unbiased investigation of the different clusters, defined solely by their gene expression, we could now show that IFNα-induced *Sca-1* gene expression only occurred in immature HSCs and LMPPs (Fig 5C and D). 

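Ly6a was also higher outside the HSC-like class. At 3 h, the log2 fold change was 2.74 (standard error 0.118, adjusted p = 1.45e-19) in LMPP-like, 1.96 (standard error 0.253, adjusted p = 1.3e-07) in MK progenitor-like and 2.28 (standard error 0.573, adjusted p = 0.00518) in erythroid progenitor-like cells from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (4 treated against 4, 3 and 3 control mice). LMPP-like cells went from 25.4 ± 10.2 to 199.9 ± 25.6 CPM, MK progenitor-like cells from 42.4 ± 17.7 to 172 ± 43.5 CPM and erythroid progenitor-like cells from 1.80 ± 0.454 to 9.53 ± 5.75 CPM (SD). All 4 treated mice lay above every control mouse in LMPP-like and MK progenitor-like cells, and 4 of 4 did in erythroid progenitor-like cells. RNA from other cells in the droplets was not measured and can add to low levels such as the one in erythroid progenitor-like cells, since HSC-like cells of the same library were at 1061 ± 70.8 CPM (SD, n = 4). From the expression of Ly6a by cluster, the paper concludes that its induction occurred only in HSCs and LMPPs.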

Even though CITEseq analysis of HSPCs should be performed to confirm these results at the Sca-1 protein level, our data do indicate that the LSK expansion observed in flow cytometry is mainly because of the enrichment of the HSCs and multipotent progenitors and not myeloid progenitor populations shifting into the LSK gate.

Unlike other pro-inflammatory cytokines such as TNFα (Yamashita & Passegué, 2019) and IL1β (Pietras et al, 2016), we did not find characteristics typical of emergency myelopoiesis upon IFNα treatment. Instead, abundance analysis showed a decrease in myeloid progenitor numbers; gene expression related to myeloid priming was down-regulated in all clusters from immature HSCs to committed myeloid progenitors; and myeloid-derived mature neutrophils were continuously reduced in the blood (Fig 6K). In addition, response pseudotime analysis revealed changes in the expression of genes related to pyroptosis, suggesting that reduced levels of myeloid progenitors might be the result of a combination of impaired myeloid differentiation with increased myeloids cell death rate via pyroptosis. Interestingly, upon infection with *Mycobacterium tuberculosis*, HSCs are reprogrammed to limit their commitment towards myelopoiesis via a type I IFN-signaling axis (Khan et al, 2020). In this same study, they showed that IFNα induces RIPK3-mediated necroptosis in myeloid progenitors. However, RIPK3 is a component of both pyroptosis and necroptosis depending on other proteins participating in these pathways (Shlomovitz et al, 2017). Differentiation and cell death pathways are not only regulated at the transcriptional level. Thus posttranslational analysis and additional functional approaches need to be performed to unravel further the programs controlling the IFNα-induced reduction in the myeloid progenitors in the bone marrow. Thus, our time course data suggest an unanticipated impact of IFNα on the differentiation, production, and death of myeloid cells, highlighting the diverse impact of the same pro-inflammatory agonist on related but distinct cell types at different time points in the response. This link between IFNα and reduced production and levels of myeloid cells such as neutrophils not only helps us to better understand the impact of inflammation on the whole hematopoietic compartment, but will also help to understand better the role of IFNα in disease settings such as the autoimmune disease systemic lupus erythematosus in which neutrophil dysfunction plays an integral role in disease pathogenesis (Kaplan, 2011) and IFNα is associated with adverse outcomes (Rönnblom & Leonard, 2019).

Altogether, our pipeline designed for posttreatment single-cell time series data has shed light on the ways in which different cell types, genes, and processes in the HSPC compartment are modulated during the different phases of acute, IFNα-induced, inflammation response.

### Limitations of the study

By creating this resource, we have established a foundation for exploring the functional properties of the molecular signatures of HSPCs under inflammatory stress. Whereas correlations inferred from expression data offer hypotheses for regulatory mechanisms, experimental testing is crucial for confirming these hypotheses. However, inflammation-induced marker changes on HSPCs are still a limitation to perform cell cluster-specific functional follow-up studies. Recently developed CITEseq analysis would allow us to identify better markers to distinguish the different stem cell and progenitor populations under inflammation to allow better isolation of these populations for future functional analysis. Moreover, additional layers of regulation at the chromatin and protein level impact and control cell behavior, which may manifest as unappreciated heterogeneity and dynamic properties. Integrating our time series data with methylation, chromatin accessibility or proteome analysis will achieve further comprehensive modeling of the regulatory and signaling networks coordinating the stress response.

We acknowledge the possibility of changes in cell abundance as a result of our rare HSC population enrichment. However, we emphasize that the significant decrease in myeloid progenitors persisted consistently across all time points, indicating a true biological change rather than an artifact (Figs 5A and B and S6). Whereas we recognize the potential influence of our enrichment for HSCs on cell abundance of other populations, the abundance reduction was specific to the myeloid population rather than a uniform reduction across all populations (as would be expected in compensation for HSC numbers). We further validated the reduction of myeloid progenitors in both blood and spleen (Fig S7); this further confirms our HSPC single-cell abundance results.

Our combined abundance and response pseudotime analysis suggest a link between myeloid progenitor reduction in the bone marrow and the HSCs reduced myeloid differentiation bias and a potential enhancement of cell death mechanisms in the myeloid progenitors, relative to the other HSPC populations.

Validation of these findings at the transcriptional level is however not straightforward because of the multitude of posttranscriptional regulatory mechanisms involved until a specific biological function (e.g., enhanced cell death) is manifested in the system. We also sought to check if the post-inflammation decline in differentiation bias towards myeloid progenitors could be confirmed by a comparison of RNA-velocity of the cells at the different time points. We estimated RNA-velocities of the cells in the control data set (Marot-Lassauzaie et al, 2022). However, meaningful comparison with the cell velocities of later time point datasets was hindered by the yet insufficient robustness of state-of-the-art velocity parameter inference and the poor quantification of unspliced versus spliced mRNA, especially when using the 3′-end gene expression short reads captured by the 10X sequencing platform (Marot-Lassauzaie et al, 2022). Emergence of more reliable approaches for estimating cell velocities could be a valuable asset as an orthogonal dynamical analysis approach to time series and pseudotime analysis, before we (or other researchers) turn to perform further costly and challenging functional and experimental validations in the future.

## Materials and Methods

### Mouse models

All animal experiments were approved by the local Animal Care and Use Committees of the German Regierungspräsidium Karlsruhe für Tierschutz und Arzneimittelüberwachung. Mice were kept under specific pathogen-free conditions in ventilated cages (ICV) in the animal facility of the German Cancer Research Center (DKFZ). Mice used for experiments were between 10–20 wk old at the beginning of the respective experiments. *SclCreERT bax*^*−/−*^*bak*^*−/−*^ mice were on a C57BI/6 background (Takeuchi et al, 2005), and treated for 5 d with 2 mg/d tamoxifen. IFNα treatment was started 4 wk post tamoxifen treatment. C57Bl/6 (WT) mice were bred at the DKFZ animal facility or bought from JANIVER lab. Mice were euthanized by cervical dislocation according to German guidelines.

### IFNα treatment of mice

Mice were injected subcutaneously with 50,000 international units (IU) of recombinant mouse IFNα per 20*g* mouse (Milteny Biotech). Recombinant mouse IFNα was diluted in PBS and control mice were injected with 100 μl PBS.

### Isolation of BM, spleen, and blood for flow cytometry analysis

Blood was collected from the vena facialis by sub-mandibular bleeding into EDTA-coated collection tubes. Blood was either analyzed automatically with a Hemavet cell counter (Drew Scientific) or stained for flow cytometry after initial RBC lysis by incubation with ACK lysis buffer for 20 min. Cells were stained for Ter119, CD4, CD8, CD11b, CD11c, Ly6G, B220, F4/80. BM cells were isolated from the femur, tibia, hip bone, and spine by bone-crushing. Splenocytes single-cell suspension was obtained by mashing the spleen through a 40 μm EASYstrainer (greiner bio-one). After ACK, lysis BM cells and splenocytes were stained using antibodies for CD117 (cKit), Sca-1, CD150, CD48, CD34, CD16/32, and lineage antibodies (CD4, CD8, CD11b, Gr-1, B220, and Ter119). For the BrdU incorporation assay, BrdU (18 mg/kg; Sigma-Aldrich) was administered i.p. for 14 h before harvesting the BM. The BD Pharmingen BrdU Flow Kit protocol was used to stain for BrdU. For flow cytometry analysis the LSR Fortessa or LSRII were used (BD Biosciences). Flow data were analyzed using BD FACS DIVA v8.0.1 and Flowjo (v10).

### FACS sorting

For FACS sorting of single cells, BM cells were isolated and RBC lysed as described above. This was followed by lineage depletion using a lineage antibody cocktail against CD4, CD8, CD11b, B220, Gr-1, and Ter119 and incubation with Dynabeads Magnetic Beads (Invitrogen). Lineage-depleted BM cells were stained with Zombie Yellow viability dye (BioLegend) followed by incubation with the following antibodies: CD117, Sca1, CD150, CD48, CD34, and lineage antibodies (B220, CD4, CD8, Ter119, Ly6G, CD11b, CD11c, and F4/80) together with one of the hash antibodies (TotalSeq-A0301 anti-mouse Hashtag 1 Antibody, TotalSeq-A0302 anti-mouse Hashtag 2 Antibody, TotalSeq-A0303 anti-mouse Hashtag 3 Antibody, TotalSeq-A0304 anti-mouse Hashtag 4 Antibody) (TotalseqA antibodies; BioLegend). The four biological replicates of each time point were stained with one of the four unique hash antibodies. Cells were sorted using a FACSAria Fusion or FACSAria II equipped with a 100 μm nozzle (BD Biosciences).

### Single-cell RNA library preparation and sequencing

HSPC single-cell RNA-seq was performed using the 10X Genomics platform. The Chromium Next GEM single cell 3′ reagent kits v3.1 were implemented to prepare the libraries, following the official instruction manual (https://www.10xgenomics.com/support/single-cell-gene-expression/documentation/steps/library-prep/chromium-single-cell-3-reagent-kits-user-guide-v-3-1-chemistry). Briefly, 10,000 Lin^−^ cKit^+^ cells were sorted and enriched for HSCs by sorting additional 3,000–4,000 Lin^−^ cKit^+^ CD150^+^ CD48^−^ CD34^−^ cells. Cells were super-loaded according to the manufacturer’s instructions up until the cDNA amplification step. 1 μl/sample of HTO primers was spiked into the cDNA amplification PCR, and cDNA was amplified according to the 10x Single Cell 3′ v3.1 protocol aiming for a targeted cell recovery of 500–6,000 cells. After PCR, cDNA cleanup was performed by using SPRI to separate the HTO-derived cDNAs (in the supernatant) from the mRNA-derived cDNAs (retained on beads). The cDNA fraction was processed according to the manufacturer’s protocol to generate the transcriptome library. The quality of the obtained cDNA library upon adapter ligation and sample index PCR was assessed on an Agilent Bioanalyzer High sensitivity chip. Library sequencing was performed on the Novaseq 6000 Illumina sequencing platform.

### Filtering longitudinal single-cell RNAseq dataset

The cellranger pipeline (version 3.1.0) was used to align all reads to the mm10 genome and count the coverage of each gene in each cell. Based on the hashtag barcodes, cells were assigned to their corresponding time point (control, 3, 24, or 72 h) and batch (four batches per time point). Cells with multiple barcodes (multiplets) or missing barcodes (negatives) were removed from the dataset. In the resulting count matrix (cells × genes), cells with a high amount of mitochondrial genes (>5%) or a low amount of unique genes (<700) were filtered out. After the filtering steps, the following number of cells was present in each of the respective time points: control—2,474, 3 h—1,661, 24 h—3,462, 72 h—2,449 (10,046 cells in total).

### Clustering and cell type annotation

The 500 most highly variable genes (HVGs) were identified in the control subset using analytic Pearson residuals (Lause et al, 2021). The control subset was subsetted for the 500 HVGs, and the counts were L2 normalized. Next, a neighborhood graph was computed using 10 out of 50 principal components and the 15 nearest neighbors. The Leiden algorithm (resolution = 0.8) identified 14 distinct clusters in the control subset (Traag et al, 2019). Each cluster was appointed to a cell type based on (1) DEGs between the cluster of interest and all other clusters, (2) the expression profiles of the HVGs, (3) known marker genes, and (4) correlation with cell types in a previously published dataset of the HSPCs (Nestorowa et al, 2016).

### Label transfer and UMAP representation

We identified the top 2,000 HVGs in each subset and subsetted the complete dataset with the combined list of HVGs. Afterward, the dataset was L2 normalized, and the different subsets were integrated using Scanorama (Hie et al, 2019). All 100 Scanorama-reduced dimensions were used to calculate a neighborhood graph (nearest neighbors = 15). A two-dimensional UMAP representation was computed using the neighborhood graph. To transfer the cell-type labels from the control subset to the response subsets (3, 24, and 72 h), cells in the response subsets would adopt the cell type label that was most common among their 15 nearest neighbors (Euclidean distance) in the control subset. The integrated data were only used for label transfer and visualization purposes. For other downstream analyses, we use the filtered-only dataset. In this dataset, we removed the Ba/MC/eos. cells and monocytes because of the small number of cells assigned to those cell types (10 and 52, respectively).

### Calculating gene set scores

The filtered dataset was L2 normalized and scaled to unit variance and zero mean. The ISG score was calculated by subtracting the average expression of a random set of reference genes from the average expression of about 400 known ISGs (Scanpy function score_genes). Similarly, the stemness (Giladi et al, 2018), necroptosis (GO:0070266), pyroptosis (GO:0070269), myeloid TF (Kwok et al, 2020), monocyte and neutrophil differentiation, cell cycle (Giladi et al, 2018), and purine nucleotide synthesis (Vogel et al, 2019) score were calculated. Genes for each signature are available as a .csv file. Necroptosis and pyroptosis gene sets were retrieved from the Mouse Genome Database, Mouse Genome Informatics, The Jackson Laboratory. World Wide Web (URL: http://www.informatics.jax.org). (The data were retrieved in the year 2022).

### Differential abundance analysis

We used the R package Milo to perform an abundance analysis on the L2 normalized, filtered dataset (Dann et al, 2022). A neighborhood graph was built using 30 out of 100 of the Scanorama-reduced dimensions (see *Label transfer and UMAP representation*) and 30 nearest neighbors. Afterward, we followed the steps described in the accompanying tutorial (*Milo example on mouse gastrulation dataset*) for each response subset (3, 24, and 72). In each analysis, the control subset served as the reference, to which the response subset would be compared.

### Identifying response genes

We used the edgeR-LRT method in the Libra R package to find the DEGs between the control and any of the response subsets, in each cluster. We considered only DEGs with an adjusted *P*-value higher than 0.05 and a log-fold change higher than 1 in at least one cluster. For the downstream analyses of the response genes, we consider only the 500 DEGs with the highest significance. In case a DEG is found in more than one cluster and/or time point, we take only the lowest *P*-value into consideration.

### Change score

We L2 normalized the filtered dataset per cell. For each response gene (*i*) we took the mean expression (μ) in each cluster (*j*) per time point (*t*). The expression change was calculated as the absolutes sum of the derivative of the mean expression across all time points (here *m* = 3 for control-3, 3–24, 24–72 h). Thus the change score (*c*_*i*,*j*_) per cluster for each response gene:

$$c_{i,j}=\overset{m}{\underset{t=1}{\sum }}\left|\mu_{i,j,t+1}-\mu_{i,j,t}\;\right|$$ (1)

The result is a matrix with change scores per cluster for each of the response genes. We applied hierarchical clustering and grouped the response genes into 14 groups by setting a threshold at the cophenetic distance of 3 (Scipy function cluster.hierarchy.linkage and cluster.hierarchy.fcluster).

### Similarity score

We define the similarity score between the cluster-specific expression profiles of gene *i* and the expression profile of the same gene in the complete dataset in two steps. First, both the expression of the cluster and the complete dataset were scaled between 0 and 1 by min–max normalization (with *n* = 4 indicating the number of time points in the time series).

$${\underline{x}}_{i,j,t}=\frac{\mu_{i,j,t}\;-\;min_{t}\;\mu_{i,j,t}}{max_{t}\;\mu_{i,j,t}\;-\;min_{t}\;\mu_{i,j,t}}$$ (2)

Note that *max*_*t*_ *μ*_*i*,*j*,*t*_ and *min*_*t*_ *μ*_*i*,*j*,*t*_ indicate the max/min of the mean expression for gene *i* cluster *j* among all time points *t*. Second, we calculate a dissimilarity score between the cluster and the whole data set for each response gene by subtracting the cluster-specific expression changes from the expression changes in the complete dataset. Third, the magnitude of these differences were summed and normalized by the number of time points. Finally, we turn the dissimilarity into a similarity score (*s*_*i*,*j*_) by subtracting it from 1 such that 1 presents complete similarity to the average behavior of all cells in the dataset.

$$s_{i,j}=1\;-\;\frac{\overset{n}{\underset{t=1}{\sum }}\left|{\underline{x}}_{i,j=all,t}\;-\;{\underline{x}}_{i,j,t}\right|}{n}$$ (3)

The result is a matrix with similarity scores per cluster for each of the response genes.

### Pseudotemporal ordering of cells during response

We opt to find a pseudotime axis that correlates with the actual arrow of time. Thus, we look for a transformation (*W* of size [*G*,1]) of the expression data from all time points that reconstructs the experimental time point of each cell with minimal error (ε):

X∗W=T+ε (4)

Here, *X* (of size [*N*,*G*]) is the filtered count matrix after per-cell L2 normalization, subsetting for all response genes and per-gene standardization (i.e., setting the mean to zero and variance to 1). The per cell L2 normalization is part of our single-cell data preprocessing routine (also see Haghverdi et al [2018]) on our preference of L2 normalization rather than size factor L1 normalization). The per-gene standardization is for correct calculation of the *X*^*T*^ *X* matrix (also necessary for other methods such as principal component analysis), such that the different features become comparable; for example, genes with overall high expression do not artificially seem highly correlated to other genes. Thus, by data standardization, we ensure mean- and variance-independent calculation of the weights in the W matrix. *T* is a vector (of size [*N*, 1]) with an (experimental) time assignment for each cell, created by taking the experimental time points (control, 3, 24, and 72 h) and converting those to 0, 1, 2, and 3 values respectively (as an alternative to such equal importance separation of the time points, one could consider using the actual time values on a log-scale). By this choice, we imply equal interest in separating each time point from the subsequent time point, whereas e.g., using the actual time values (0, 3, 24, and 72) would mean a larger emphasis on finding separation between the last two time points with the largest distance (i.e., 72−24 = 48).

In this work we have used the regression model (without an intercept) on standardized expression values and time scale choice as described above. Nevertheless, one could also consider other equally well justifiable variations, for example, a regression model including an intercept term. Note that the notion of pseudotime, which is generally based on a transformation of cell states’ profiles (e.g., gene expression), provides only a flexible estimation of the dynamical progression order of the cells and is not an absolute or unique quantity (e.g., when using slightly different transformations) as discussed in supplementary note 6 of Haghverdi et al (2016), and also demonstrated on simulation data (Fig S5J–M). The least squares analytical solution for *W* (which minimizes *ε*^*T*^ ∗ *ε*) is given by:

$$W={\left(X^{T}X\right)}^{-1}*X^{T}*T$$ (5)

We used the expression matrix *X* with the size of 10,046 cells and 2,501 genes and the cells’ corresponding time labels to solve the above linear regression problem. We note that, to avoid over-parametrization and to ensure the identifiability of the solution, the number of cells has to be larger than the number of genes. After *W* has been retrieved, a pseudotime coordinate can be calculated for each cell by the following:

PT=X ∗ W (6)

Where *PT* (of size [*N*, 1]) is the vector with the pseudotime coordinate for each cell. For further downstream analyses, the cells were ordered based on their pseudotemporal assignment. Note, the genes which the model forms a linear combining of, do not necessarily need to be linear or monotonic themselves. In fact, on simulation data, we show the model is able to reconstruct the pseudotime, (up to an acceptable correlation with the true time orders), even in a case where all genes are non-monotonic (complex) in the data (Fig S5I).

To cluster the response genes based on their pseudotemporal expression pattern, we smoothed the expression of these genes by taking the mean expression per 100 cells over the pseudotime axis. The expression values were scaled between 0 and 1 by min–max normalization. The 500 response genes were then clustered into 16 pseudotemporal expression patterns, using hierarchical clustering (threshold at cophenetic distance of 5.2).

### Simulation of time series

For the discrete time simulation, we sampled 1,000 cells from four different discrete timepoints: 0, 5, 10, and 20 (250 cells per timepoint). To model the asynchronous progression of time, we added a Gaussian noise (SD 1.5) to the discrete sampling time of each cell, giving us each cell’s hidden pseudotime *t*. For the continuous time simulation, we uniformly sampled cells pseudotime *t* between 0 and 20. The expression dynamics of 20 different genes were then simulated using either a single sigmoid function: $S\left(t|\alpha ,\beta \right)=\frac{1}{1+e\left(\left(-t-\alpha \right)/\beta \right)}$ with randomly sampled offset *α* and width *β* (monotonic genes) or a sigmoid function deactivated at a switching time point *t*_*switch*_ : *S*(*t*|*α*,*β*) - *S*(*t* - *t*_*switch*_|*α*,*β*) (complex genes). The genes are then min–max normalized and Gaussian noise SD of 0.05 is added to each cell’s expression to simulate biological variance (see also Fig S5).

### Gene expression over pseudotime

Expression profiles of individual genes in response pseudotime (such as Fig 4B) were derived using a combination of bin smoothing and bootstrapping. To find the expression profile in the complete dataset, bin smoothing with a 600-cell window size was performed on a sample of 50% of the cells in the dataset. This was repeated 20 times to find the mean expression, which defines the expression profile. The 95% confidence intervals were calculated by multiplying the standard error with 1.96 and subtracting or adding to the mean. For the cluster-specific expression profiles of individual genes, a 50-cell window size was chosen instead, because of the smaller number of cells in each cluster.

### Gene score in pseudotime

The gene set score profile in response pseudotime was calculated using a combination of locally weighted least squares regression (LOESS) smoothing and bootstrapping. For each cluster, LOESS smoothing with a first-order regression model was applied to 50% of the cells. This was repeated 30 times. The score profile was derived by taking the mean and 1.96 times the standard error for the 95% confidence intervals.

## Data Availability

The single-cell RNA-seq data were deposited in the Gene Expression Omnibus (GEO) under accession code GSE226824.

### Code availability

All scripts used in this study are available on Github: https://github.com/bjbouman/time_series_analysis.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

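Single-cell RNA of LK cells with added HSCs was measured in 16 mice, 4 each for control and 3, 24 and 72 h after IFNα. The 4 mice of a time point carried 4 hashtag antibodies in 1 library, so there are 4 transcriptome and 4 hashtag libraries, and the time point and its library are the same grouping. The authors deposited UMI counts per gene and cell barcode from Cell Ranger 3.1.0 on mm10, without normalization, for the barcodes that Cell Ranger had kept. They also deposited, from Seurat's hashtag demultiplexing, the total hashtag counts of each barcode, a margin score between its 2 highest hashtags, whose normalization is not stated, and its call as a mouse, a multiplet or negative. All CPM values, log2 values and scores were computed from these deposited counts.

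Barcodes called as a single hashtag were kept with at least 700 detected genes and at most 5% mitochondrial counts, the limits in the paper's methods. Hashtag multiplets and negatives were removed. Doublets of cells from the same mouse carry a single hashtag and remain. Scrublet scores were computed per library, and the cells with the highest scores were removed only in an alternative, up to the number of same-mouse doublets that the hashtag multiplets imply.

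Clustering of the control cells used Scanpy 1.11.5, anndata 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and leidenalg 0.10.2 under Python 3.11.15, with the 500 most variable genes by Pearson residuals and a Leiden resolution of 0.8. Clusters were named by the class whose listed markers scored highest, only if at least 1 of them was among the 10 genes of largest fold. Labels were transferred over 2000 variable genes per library with a mutual nearest neighbor correction written for this purpose, since Scanorama was not in the environment. Clusters with monocyte-like and Ba/MC/Eo progenitor-like cells were left out of the tests by cluster and class. Their cells stayed in the sums over the whole compartment, in the total behind the shares of cells and in the neighborhoods.

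Counts were summed per mouse over all kept cells, per cluster (at least 3 cells of a mouse) and per class (at least 10 cells). Differential expression used edgeR 4.0.16 and limma 3.58.1 under R 4.3.3, with filterByExpr, TMM factors and the quasi-likelihood F test over all 16 mice. Genes passed with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Response genes were those passing in at least 1 cluster and time point. Scores were the mean log2 CPM over a list with a prior count of 2. Scores and shares were compared by two-sided exact permutation tests of mice, where neither 4 against 4 nor 3 against 4 mice give a p below 0.0286. Gene set scores were adjusted over 180 values and ISG scores over 15. With these numbers of values the smallest exact p cannot always pass an adjusted threshold of 0.05. Neighborhoods followed the Milo procedure, rewritten, with 30 neighbors, 30 dimensions, edgeR's quasi-likelihood test on cell numbers and a false discovery rate of 0.1. The response pseudotime, change score and patterns followed the paper's methods, with the change score on 500 genes, but on the kept cells of the 12 tested clusters only (2421 in control, 1656 at 3 h, 3451 at 24 h and 2443 at 72 h). GO enrichment, the flow cytometry, the qPCR and the blood counts were not analysed here.

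The gene lists (72 ISGs, 19 antigen presentation, 52 G2/M, 37 S phase, 16 glycolysis, 15 monocyte differentiation, 15 myeloid transcription factor, 19 necroptosis, 16 neutrophil differentiation, 18 purine synthesis and 17 pyroptosis genes) were written without the paper's own lists, which are not part of the files used here. Ribosomal protein and OXPHOS genes were taken by the start of their symbols. The genes named are those that the paper's results text or legends name for an expression change, whose curves in the paper's figures had been seen, with Ripk3, Mlkl and Gsdmd. To these come, for each time point in the HSC-like and the myeloid progenitor-like class, the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 and the same direction in every mouse against the control mean. The mitochondrially encoded genes, a list of 24 handling genes with Hspa1a and Hspa1b among them, and the transcripts grouped by length were chosen after their values were seen.

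The kept cells of a mouse hold between 1102706 and 26446327 UMIs. Control mouse 4 has 58 kept cells, so it is missing from the gene tests of the erythroid and MK progenitor-like classes, while the class scores include it, and its values in small clusters rest on few cells.

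The tests were run on simulated counts drawn from the real means and library sizes, with 200 genes changed. At a 4-fold change, the quasi-likelihood fit recovered 94.0% of the tested changed genes in the whole compartment (11958 genes), 96.9% in the HSC-like class (9304 genes), 98.0% in the myeloid progenitor-like class (9626 genes) and 83.7% in cluster 7 (5101 genes), each at 3 h against control. It called 0, 3, 1 and 3 unchanged genes there and none at a simulated unchanged 72 h. With 294 short transcripts doubled, removal of the length trend lowered their median log2 fold change from 0.99 to 0.20. The neighborhood test recovered 53 of 59 changed neighborhoods and called 4 unchanged ones at 3 h. These figures hold for the comparisons named and for no other.

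Alternatives were the edgeR likelihood ratio test, DESeq2 1.42.0, library size in place of TMM, no filter on low counts, 1 time point at a time, the hashtag number as a block, an adjusted p under 0.01, at least 1000 genes per cell, a mitochondrial limit of 10%, Scrublet doublets removed, removal of the length trend (loess span of 0.1), ribosomal protein genes left out, labels without batch correction or without changed genes, Leiden resolutions of 0.5 and 1.2, hashtags by largest count, equal UMIs per class, other scores and prior counts, and each mouse left out in turn. A fit with the likelihood ratio test, 1 time point at a time and no filter together, and a clustering without the changed genes, were added after the data had been seen. Tests of the ISG scores without control mouse 4 were added then as well.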

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

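The tests of the short transcripts, of the hashtag staining of control mouse 4, of the equal UMIs, prior count and makeup for the erythroid progenitor-like class, and of the makeup of the myeloid progenitor-like class were chosen only after the results they test had been seen.

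Control mouse 4 stood far from the other 3 control mice in its kept cells (58, others 764 to 827), its UMIs (1102706, others from 17178076) and its median UMIs per cell (15818). It also stood apart in the ISG score of the erythroid progenitor-like class (2.785, others 3.79 to 3.94) and of the myeloid progenitor-like class (3.159, others 3.70 to 3.77), and in the necroptosis score of the HSC-like class (4.214). At 3 h, mouse 3 stood apart with 613 kept cells (others 330 to 366), 8553452 UMIs and a pyroptosis score in the HSC-like class of 4.22. At 24 h, mouse 3 had a lower share of cluster 4 (8.514%, others 11.3% to 11.7%). Among 88 groups of 4 mice tested in this way, 10 passed the limit, and chance marks about 1 in 20 groups. Weak staining by its hashtag, with its cells called negative, was weighed for control mouse 4. The negative barcodes of the control library (166) and its singlets (70) together come to 236, against 922 to 985 singlets in each of the other control mice, which argues against negative calls as the whole of it. Weakly stained cells called as another mouse were not tested. With 58 cells, scores of its smaller classes carry a large counting error. Too few cells loaded from this mouse remains open, and no biological explanation was tested, as the design names none within a group.

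The rise of the ISG score at 3 h differed between groups, with HSC-like minus erythroid progenitor-like at -0.4291 by an exact permutation test of the difference, so that the rise was larger in the erythroid progenitor-like class. Depth, the prior count and a changed makeup of the class were tested as explanations. With equal UMIs per class the difference was -0.308, and with a prior count of 0.5 it was -0.7406, so neither depth nor the prior count accounts for it. Cluster 12, whose score was lower than that of cluster 10, went from 38.0% of the cells of the class in control to 20.7% at 3 h. With the clusters of each class in equal weights the difference was -0.05238 (SD 0.1046 in control, n = 3 mice each), against -0.2579 by class sums in the same mice, so a changed makeup may account for most of it. Equal UMIs per class also moved the difference from the myeloid progenitor-like class, from 0.139 without control mouse 4 to 0.415 (n = 3 control and 4 treated mice, exact permutation p = 0.0286), with the larger rise in HSC-like cells. Scanpy's score_genes gave 0.7862 in the opposite direction, so the finding may depend on the scale of the score. A ceiling in the HSC-like class, whose score was highest in control, was not tested, and RNA from other cells in the droplets was not measured. A biological difference between classes stays an untested hypothesis.

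The change of 3 further scores differed between HSC-like and myeloid progenitor-like cells by an exact permutation test of the difference (HSC-like minus myeloid progenitor-like): the myeloid transcription factor score at 24 h (0.4912), the necroptosis score at 3 h (0.2906) and the pyroptosis score at 3 h (0.3128). None passed after adjustment over 12 differences. For the transcription factors, a changed makeup of the myeloid progenitor-like class could produce a fall without a fall in any cluster. The smallest fall among its 3 clusters at 24 h was -0.2152, in cluster 7 (SD 0.1148 in control, n = 4, exact permutation p = 0.0571), which argues against a changed makeup as the whole of it. For the necroptosis and pyroptosis scores, a changed makeup of the myeloid progenitor-like class was not tested. The library of each time point remains an open explanation for all 3, although it would have to act differently on 2 cell types of the same library.

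Signals outside the genes that the paper discusses were found among short transcripts. At 3 h, mt-Atp8 (log2 fold change 1.292, in 204 nucleotides), mt-Nd3 (1.663), mt-Nd4l (1.636) and mt-Nd6 (1.25) were higher than in control, while mt-Co3 (-0.018) and mt-Atp6 (-0.025), from the same genome, were not. The split by length was not clean, since mt-Nd5, the longest with 1824 nucleotides, was also higher (0.52), and mt-Nd1 (0.243) and mt-Nd2 (0.233) were higher by less. The mt-Atp8 and mt-Atp6 genes overlap, so reads could be split between them. Other transcripts of up to 600 nucleotides had a median of 0.494. A trend with length over all other genes would give a negative correlation of log2 fold change with length, and the Spearman correlation was 0.095, which argues against a trend over the whole range. Depth was also weighed, and after thinning every cell to 5000 UMIs the median of ribosomal protein genes was 0.213 against 0.214 before. Random thinning keeps each gene's expected share of a cell's UMIs, so this median could hardly move and does not settle the effect of depth. Other short transcripts, which were not sorted by function, rose by a median of 0.494, as a library difference in the shortest transcripts needs. Such a difference may therefore account for part of the rise of short ribosomal protein and OXPHOS transcripts. At 72 h, other transcripts of up to 600 nucleotides had a median of 0.151 and ribosomal protein ones 0.476, but the sets differ in their mix of lengths. Up to 400 nucleotides, the medians of other and ribosomal protein transcripts at 72 h were 0.777 and 0.961. From 400 to 500 they were 0.279 and 0.339, and from 500 to 600 they were 0.067 and 0.304. How much of the rise is matched by other short transcripts at 72 h thus depends on length. For Rpl35, the annotated 5′ untranslated region of 538 nucleotides leaves the length of the measured transcript open, so a library difference in short transcripts and a rise of its expression cannot be told apart. A rise of translation genes as a response to IFNα stays open as well, since each time point is 1 library.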

How the results depend on the processing

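The setting with the likelihood ratio test, 1 time point at a time and no filter together, the clustering without changed genes, the comparisons with other splits of the mice, the comparison of the listed ISGs with other genes, and equal UMIs and equal cluster weights for the difference in ISG response were chosen only after the results had been seen. The tests of the ISG scores without control mouse 4, and the prior count of 0.5 for the difference in ISG response, were also chosen after that. The main tests, their thresholds and all other alternatives in this part were chosen before the data were examined.

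Counts of DEGs kept within 1.5 times of their value under 13 of 14 alternatives for the response genes (1026 to 2160, from 1514), 33 of 36 for the whole compartment and 74 of 75 for the classes. The exceptions were no filter on low counts in the whole compartment at 24 h (413 against 267), where 18545 genes were tested in place of 12042, and the combined setting, with 2445 response genes against 1514, 485 DEGs against 267 at 24 h and 636 against 345 at 72 h in the whole compartment, and 837 against 500 in the myeloid progenitor-like class. The cause was not tested. Genes still called at 72 h had no fold change threshold in 1 alternative, which by its construction calls more genes: 79 against 37 in the HSC-like, 117 against 46 in the LMPP-like, 161 against 60 in the myeloid, 100 against 45 in the erythroid and 79 against 34 in the MK progenitor-like class. With each mouse left out, the response genes ranged from 1480 to 1608, the whole compartment from 809 to 889 at 3 h, 215 to 312 at 24 h and 328 to 393 at 72 h, and the classes from 543 to 605 (HSC-like), 474 to 528 (LMPP-like), 497 to 538 (myeloid), 439 to 572 (erythroid) and 354 to 390 (MK progenitor-like).

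The split into higher and lower DEGs depends on the normalization. With library size in place of TMM, the share of higher genes at 3 h fell from 75.7% to 63.7% in the whole compartment (529 higher and 302 lower), 78.0% to 49.6% in the HSC-like class (318 and 323), 79.9% to 58.5% in the LMPP-like, 80.0% to 61.6% in the myeloid, 85.3% to 59.3% in the erythroid and 91.2% to 66.9% in the MK progenitor-like class. At 24 h it fell in the MK progenitor-like class from 84.8% to 74.0%, and at 72 h in the HSC-like class from 52.9% to 42.7% and in the LMPP-like class from 58.7% to 47.6%.

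Other splits of the mice into groups of the same size gave as many calls as the real groups in none but the real split: 1 of 100 in the whole compartment at each time point, 1 of 40 for response genes and each class, and 1 of 35 for neighborhoods at each time point. Chance can be excluded for these counts. This says nothing about a library effect, since there is 1 library per time point. For the listed ISGs, preparation or sequencing of the library was weighed. At 3 h, 62 of 71 (87.3%) were called higher, against 2.926% of 1333 other genes nearest in control level, which argues against such a library difference as the source of the ISG rise. At 24 h, 30 of 71 (42.25%) were called higher, against 0.3751% of the same other genes, which argues against it in the same way. For the changes other than these, a library difference and the treatment cannot be told apart.

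The hashtag number was also fitted as a replicate block. It gave 1529 response genes, 852, 265 and 347 DEGs in the whole compartment at 3, 24 and 72 h, and 548 in the HSC-like, 507 in the LMPP-like, 493 in the myeloid, 471 in the erythroid and 372 in the MK progenitor-like class. Over 7411 genes, the deviations of mice with the same number had a mean correlation of 0.0573 over 24 pairs (-0.1245 to 0.2073, 9 over 0.1) and other pairs -0.0188. Since not every pair was over 0.1, the numbers were not taken to pair the mice, and a weaker shared effect is not excluded.

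For the ISG scores, 89 of 90 alternative values kept their side of the threshold, and all 120 with a mouse left out, tested only for control mouse 4, differed from the full value by less than the larger SD of the 2 groups. Without control mouse 4, the small changes at 72 h in the myeloid (0.13) and erythroid progenitor-like classes (0.26) became -0.02 and -0.01, and the LMPP-like class at 72 h (-0.30) and the MK progenitor-like class at 24 h (0.71) turned to an exact permutation p of 0.0286 (n = 4 against 3). The exception among the 90 was the LMPP-like class at 72 h with score_genes, which passed at -0.03728 where the mean log2 CPM did not. For the difference in ISG response at 3 h, score_genes reversed the erythroid comparison to 0.7862 from -0.4291, and made 3 others pass: LMPP-like at 0.7685, MK progenitor-like at 0.7735 and myeloid progenitor-like at 1.286. The cause was not tested. Class sums thinned to equal UMIs kept the erythroid comparison at -0.308 and made the myeloid one pass at 0.415, with the LMPP-like at 0.232 and the MK progenitor-like at -0.033. With the clusters of each class in equal weights, the erythroid comparison fell to -0.05238, with 3 mice each, too few to pass, and the myeloid one passed at 0.4531, with the LMPP-like at 0.2038 and the MK progenitor-like at 0.3683. The 32 values with a mouse left out were not tested and had ranges of 0.12 to 0.26 (LMPP-like), 0.09 to 0.19 (myeloid), -0.53 to -0.31 (erythroid) and -0.01 to 0.59 (MK progenitor-like). All 1065 alternative values of the gene set scores kept their side of the adjusted threshold, which the exact permutation test can pass only where many values reach its smallest p, so this says nothing about their stability, and the 1440 with a mouse left out were not tested.

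In abundance of the HSC-like and myeloid progenitor-like classes and clusters, 156 of 171 alternative values stayed on the side of the main values, none of which had passed, and the 168 with a mouse left out were not tested. For alternatives with the adjusted exact permutation test, this says nothing about stability. That test can pass only where many values reach its smallest p. The edgeR quasi-likelihood test on cell numbers with Benjamini-Hochberg adjustment made 12 of the 171 pass: cluster 3 at -1.118, -0.641 and -0.909 (log2, 3, 24 and 72 h), cluster 4 at 72 h at -0.367, cluster 5 at 0.669, 0.42 and 0.703, cluster 7 at -2.721, -2.11 and -2.37, and cluster 11 at 3 h at 0.961 and at 72 h at 0.663. Of the other clusters it called cluster 12 at -1.264, -0.802 and -0.613, cluster 1 at 24 h (0.455), cluster 2 at 24 and 72 h (0.327 and 0.385), cluster 6 at 72 h (0.443) and cluster 9 at 3 h (0.507). Taken outside the HSC-like clusters, the myeloid progenitor-like share passed at all 3 time points at -13.28, -9.849 and -14.07 percentage points, where fewer classes enter the adjustment. HSC-like cells in the total therefore do not account for the fall. Sorted cells labeled outside the HSC-like clusters would remain among the other cells, so the added sort as a whole is not excluded. In the clustering without changed genes, the share of the cluster led by S100a8 changed at 72 h by -6.014 percentage points, so the transfer of labels on changed genes does not account for the fall of the corresponding cluster 7.

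The change score moved with all response genes in place of 500, from 39.8% to 29.85% of genes with their largest score in an HSC-like cluster. The cause was not tested. With equal UMIs per class and without control mouse 4, the HSC-like class had 501 DEGs and still the most of the 5 classes, so depth alone does not account for its rank. The rank itself was lost in 3 settings: with the combined setting (762, against 837 in the myeloid), with each time point fitted alone (439, against 441 in the erythroid) and without control mouse 2 (546, against 572 in the erythroid progenitor-like class). In neighborhoods, the range with a mouse left out was 32 to 70 at 24 h, with 32 without mouse 2 of 24 h, and 59 to 89 at 72 h, with 59 without control mouse 3, against 60 and 89. All 6 other alternatives stayed within 1.5 times. The 4 alternatives of the pseudotime stayed within the spread between left-out mice.

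Among the named genes and time points, 2113 alternative values kept their call, 58 lost it and 11 gained it. In 1 gene the sign reversed: the log2 fold change (Cxcl10, whole compartment, 24 h) was 1.86 in the quasi-likelihood test, -0.893 in the likelihood ratio test and -0.951 in DESeq2. Both negative values were under the fold change threshold, so they were not calls in the other direction. With a mouse left out, 6860 values kept their call, 137 lost it and 35 gained it.

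Depth limits the smallest groups. Control mouse 4 has 58 cells, and cluster 7 has 19 cells at 3 h from all mice, so that 1 of its mice has fewer than 3 cells. All alternatives set before the data were examined were run.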

Differences from the paper's values

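The tests of the response gene count with the likelihood ratio test, 1 time point at a time and no filter together, and the clustering without changed genes, were chosen only after the values had been seen.

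The paper gives 2501 response genes, and 1514 passed here. Among the alternatives set before the data were examined, the likelihood ratio test (1782), library size in place of TMM (2085) and no filter on low counts (2160) came within 1.5 times of the paper's value. DESeq2 (1078), 1 time point at a time (1152), the hashtag number as a block (1529), an adjusted p under 0.01 (1026), at least 1000 genes per cell (1513), Scrublet doublets removed (1507), removal of the length trend (1440), ribosomal protein genes left out (1474), labels without batch correction (1552), labels without changed genes (1564) and each mouse left out (1480 to 1608) did not. The combined setting gave 2445 and was chosen after seeing the values. The paper's list of response genes was not analysed here, so the number of its genes that this setting drops is not known.

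The paper gives 16 pseudotime patterns, and 36 were found with Ward linkage at the same distance. With average linkage there was 1. No alternative set before the data were examined recomputed the patterns.

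The paper states that the HSC clusters had the biggest change in ISG expression. With the mean log2 CPM, the rise at 3 h was larger in the erythroid progenitor-like class (3.54) than in the HSC-like class (3.11), which was followed by the myeloid progenitor-like (2.96), LMPP-like (2.94) and MK progenitor-like (2.71) classes. Without control mouse 4, which had 4 erythroid and 7 MK progenitor-like cells, the erythroid rise (3.26) was still the largest, and the HSC-like and MK progenitor-like rises were 2.96 each. The 2 erythroid clusters changed in their shares, and within them the rises were 3.04 (cluster 10) and 2.85 (cluster 12), with 3 control mice each and without control mouse 4. With the clusters of each class in equal weights, chosen after seeing the values, the HSC-like minus erythroid difference was -0.05238. The HSC-like rise exceeded the myeloid rise by 0.415 with equal UMIs per class and by 0.4531 with clusters in equal weights (exact permutation p = 0.0286 each), both chosen after seeing the values. With score_genes, the score named in the paper's methods, the HSC-like rise was the largest, by 0.7685 to 1.286 over the other classes. For its ISG scores, the paper names a Wilcoxon rank-sum test of each time point against control by cluster, without stating the replicate. The tests here took mice.

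The paper states that genes with high positive weights in its pseudotime regression are often immune response genes and those with negative weights are translation genes. Here 45 of 69 listed ISGs had negative weights, and 10 of 11 ribosomal protein genes had positive ones. Among the 100 most positive weights were 5 listed ISGs, and among the 100 most negative 16.

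The paper states that 2 of its 3 myeloid progenitor clusters stayed reduced at 72 h. Here clusters 3 and 7 were lower at 72 h (5.88% and 1.46% of kept cells, from 11.3% and 7.52%), and cluster 4, with the monocyte genes, went from 10.2% to 8.25% (exact permutation p = 0.0857). With edgeR's quasi-likelihood test on cell numbers, cluster 4 was also called at 72 h, with a log2 fold change of -0.37 (adjusted p = 0.0421).

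The paper states that Bcl2, Birc2 and Birc5 decreased. In the whole compartment at 3 h, Birc5 moved by -0.68, Bcl2 by -0.21 and Birc2 by -0.04 on the log2 scale, and at 72 h Birc5 by -0.77, Bcl2 by 0.15 and Birc2 by 0.04. Mean CPM of Birc2 at 72 h lay below control (37.73 ± 2.51 against 38.95 ± 5.70, SD, n = 4 mice each), so its direction there is open. In the myeloid progenitor-like class at 3 h, Birc5 and Birc2 were lower with an adjusted p under 0.05, but under the fold change threshold. In the LMPP-like class at 3 h, Birc5 was called lower (-1.02), and Bcl2 moved by -0.56. In the myeloid progenitor-like class at 3 h, Birc5 and Birc2 were lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test, as the paper states. Both stayed under the fold change threshold there, and Bcl2 did not reach an adjusted p under 0.05.

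The paper reports no significant change of necroptosis genes in any cell type and proposes a rise of pyroptosis in myeloid progenitors compared with other types. The lists here were written without the paper's and scored as mean log2 CPM, where the paper's methods name score_genes. With them, the necroptosis score rose in all 5 classes at 3 h (0.28 to 0.70, exact permutation p = 0.0286 each, adjusted p = 0.0686), and the pyroptosis score rose least in the myeloid progenitor-like class (0.16, against 0.48 in HSC-like cells). A changed makeup of the myeloid progenitor-like class was not tested for these scores. Casp4 rose in the myeloid progenitor-like class by 1.93, as the paper states, and in the HSC-like class by 2.15.

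The paper states that the myeloid program fell early, HSCs and LMPPs included. The score of myeloid transcription factors fell in the myeloid progenitor-like class (-0.44 at 3 h) and moved by 0.16 in the HSC-like (exact permutation p = 0.571) and -0.06 in the LMPP-like class (exact permutation p = 0.571). This score used a list written without the paper's and the mean log2 CPM, not score_genes.

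The paper states that purine synthesis and cell cycle genes fell in myeloid progenitors. The G2/M score fell there (-0.51 at 3 h), while the S phase score moved by 0.04 and the purine synthesis score by 0.10 at 3 h. These scores used lists written without the paper's and the mean log2 CPM, not score_genes.

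The paper's discussion states that Ly6a was induced only in HSCs and LMPPs, while its results report a relative change in all clusters. In line with the latter, at 3 h its log2 fold change was 2.97 in the myeloid, 2.28 in the erythroid and 1.96 in the MK progenitor-like class, and 2.74 in the LMPP-like class. RNA from other cells in the droplets was not measured and can add to low levels such as those in myeloid and erythroid progenitor-like cells. The level in myeloid progenitor-like cells stayed below that of HSC-like cells, as the paper states.

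The paper states that Csf1r and Irf8 stayed down in myeloid progenitors. Within the myeloid progenitor-like class at 72 h, their log2 fold changes were 0.25 and -0.02, while in the whole compartment they were -0.43 and -0.59. F13a1 was at 0.12 at 72 h within the class, where the paper states a steady fall, and at -0.64 in the whole compartment. The class values include a changed makeup, with cluster 4, which had all 3 among its leading genes, at 36.2% of the class in control and 52.7% at 72 h. Within clusters 3 and 4 at 72 h, Irf8 was at -0.37 and -0.28 with all 4 mice below every control mouse, as the paper states, Csf1r at 0.07 and -0.01, and F13a1 at -0.24 and -0.07. The paper's Atp5e was under the fold change threshold at each time point (0.85, 0.43 and 0.46) in the same direction as the paper states. Pgk1, which the paper states recovered quickly, was still 0.66 higher at 72 h on the log2 scale in the whole compartment.

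The paper names Sec61g and Mnda as genes that changed more specifically in few clusters or 1, shown as expression profiles along the response. Here, by edgeR's quasi-likelihood test per cluster with Benjamini-Hochberg adjustment, Sec61g was higher at 3 h in all 12 tested clusters, with log2 fold changes from 1.14 in cluster 7 to 1.61 in cluster 12 (adjusted p under 0.001 in each). Mnda was higher in the 8 clusters with enough counts to test it, from 3.71 in cluster 2 (adjusted p = 0.00133, same test) to 7.78 in cluster 1 (adjusted p = 2.36e-18, same test). The size of such a rise is uncertain where the control level is low, as in LMPP-like cells (0.417 ± 0.498 CPM, SD, n = 4 mice). In CPM, Mnda did vary between clusters at 3 h, from 2.12 ± 4.24 in cluster 10 to 267.9 ± 27.9 in cluster 4 (SD, n = 4 mice each).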

Other observations

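The tests of the handling genes and of the short transcripts were chosen only after the values had been seen.

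At 24 h, the largest changes in the HSC-like class by the rule for named genes were higher Gzmb (0 in the 4 control mice, 25.3 ± 24.5 CPM, SD, n = 4), Ifit1bl1 (0.613 ± 0.730 to 7.60 ± 5.39 CPM, SD, n = 4) and Hist1h2ap (log2 fold change 2.57), and lower Ube2c (-1.51), Mn1 (-1.38) and Gchfr (-1.36). At 72 h they were higher Gzmb (40.5 ± 38.8 CPM, SD, n = 4), Cpa3 (2.31) and Id2 (2.30), and lower Mnda (1.33 to 0 CPM), Ifit3b (5.62 ± 9.17 to 0.457 ± 0.914 CPM, SD, n = 4, not called without control mouse 1) and Ifit3 (-3.46). Gzmb and Cpa3 were also on the marker list of Ba/MC/Eo progenitors, and whether cells of that type entered the HSC-like class was not tested. At 3 h, the largest falls were those of Sdc1 (-3.19), Ccl5 (-3.11, not called by DESeq2 or without control mouse 1) and Ube2c (-3.11).

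In the myeloid progenitor-like class at 24 h, they were higher Gm4951 (0 in the control mice, 1.04 CPM), Iigp1 (3.38 ± 3.38 CPM, SD, n = 4) and Irf7 (4.60), and lower Hspa1a (-2.96), S100a9 (-2.76) and Hspa1b (-2.74). At 72 h they were higher Gm10020 (2.29, annotated as a processed pseudogene, for which reads from its parent gene were not separated), Hist1h2ap (2.16) and Gm21887 (2.02), and lower Gm43796 (-2.59), Cks1brt (-2.44) and S100a9 (-2.31). S100a9 was a leading gene of cluster 7, which went from 26.1% of the cells of this class in control to 8.93% at 24 h and 9.40% at 72 h. Within cluster 7, S100a9 was at -1.51 (adjusted p = 0.0107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 24 h and -1.03 (adjusted p = 0.262, same test) at 72 h, so the falls in the class include the loss of this cluster. At 3 h the largest falls were those of Hspa1b (-4.51), Hspa1a (-4.29) and Lgals3 (-3.15).

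Hspa1a and Hspa1b were lower than in control at all 3 time points, in the whole compartment by -3.89 and -3.70 (log2) at 3 h. Handling of the control cells before capture was weighed as an explanation. Of 24 genes listed for handling, 23 were tested, with a median log2 fold change at 3 h of -0.091 against -0.03 for all genes, 14 of them lower, 3 called lower (Btg2, Hspa1a and Hspa1b) and 2 called higher (Atf3 at 4.03 and Socs3 at 2.01). As members go both ways, and IFNα could act on the same genes, handling and a response cannot be told apart. The 2 genes are near-identical copies, so their reads may be split between them. No biological explanation was tested.

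Of the ribosomal protein and OXPHOS genes called higher at 3 h in the whole compartment, 15 in number, 13 had the order control, 24 h, 72 h, 3 h in mean CPM. The log2 fold change of Rpl35 at 3 h was between 2.34 and 2.54 over the classes, and that of Rps27 between 1.41 and 1.60. A rise of like size in every class is what a difference between libraries, 1 per time point, would give, and a response common to all classes would give it as well, so they cannot be told apart.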
